# Revealing the effects of *Aspergillus cristatus*, golden flower fungus, fermenting on the roots of the medicinal and edible plant *Panax ginseng*

**DOI:** 10.3389/fmicb.2026.1803757

**Published:** 2026-04-20

**Authors:** Lei Wang, Qi Wei, Chuhan He, Xu Li, Shouan Liu

**Keywords:** *Aspergillus cristatus*, ginsenosides, metabolome, *Panax ginseng*, transcriptome, transformation

## Abstract

*Panax ginseng* is one of the most important medicinal and edible plants with pharmacological compounds mainly concentrated in the roots. Although chemical transformations of ginseng active compounds have been studied, their biotransformation processes by beneficial microbes are less reported. This study aimed to reveal changes in the functional components in *P. ginseng* roots fermented by the golden flower fungus *Aspergillus cristatus*. *P. ginseng* roots were incubated with *A. cristatus,* and the final product was given the name “Golden Flower Chinese Ginseng (GFCG).” A high-performance liquid chromatography (HP-LC) and liquid chromatograph mass spectrometer (LC–MS) system revealed that fermentation by *A. cristatus* caused metabolite changes in GFCG and promoted the production of rare ginsenosides. Transcriptomic analysis demonstrated that more than 72% of significantly differentially expressed genes in *A. cristatus* showed a decrease during interaction with *P. ginseng*. In the meantime, transcription-related genes were suppressed, while translational and post-translational events were activated, suggesting a special role of the fungal microbe when it is colonizing medical and edible plants. Therefore, this study provides detailed chemical characterization of GFCG and the potential molecular mechanism underlying the biotransformation of *P. ginseng.*

## 1 Introduction

*Panax ginseng* is one of the medicinal and edible plants that has been used in China for a long time in history, where it has been recognized as both a therapeutic agent and a dietary ingredient for millennia. It is widely cultivated and utilized across East Asian countries such as China, Korea, and Japan, and is officially monographed in the United States Pharmacopeia (USP) (Fan et al., 2019; Yun, 2001). Owing to over 100 functional bioactive components in *P. ginseng* roots, primarily encompassing saponins, volatile oil, polysaccharides, and amino acids, its bioactive constituents exhibit multiple health-promoting effects, including anti-aging, anti-tumor, anti-fatigue, anti-inflammatory, antioxidant, hypoglycemic effects, immunomodulatory effects, neuroprotective effects, cardioprotective effects, and metabolic regulatory effects (Jolly et al., 2024; Kim et al., 2017; Lee and Lee, 2024; Liu, 2012; Piao et al., 2020; Tong et al., 2022; Yao and Guan, 2022; Zhang et al., 2023). In addition, *P. ginseng* has been officially approved as both a dietary supplement and functional food in China, reflecting its established safety profile and nutritional value (Fan et al., 2019; Jin et al., 2015).

Among the active compounds in *P. ginseng*, saponins represent the most extensively studied and pharmacologically significant chemical class. To date, over 300 distinct ginsenosides have been isolated and structurally elucidated from various *Panax* species and their respective plant parts, including roots, leaves, stems, and flower buds (Hou et al., 2021). Generally, there are four main types of ginsenosides, which are structurally characterized according to different aglycones, which include protopanaxadiol (PPD)-type, protopanaxatriol (PPT)-type, oleanane-type, and ocotillol (OT)-type (Hou et al., 2021). The rare ginsenosides, which occur in trace amounts or are virtually absent in native plant tissues, are now reported to exhibit superior pharmacological potency compared to the major ginsenosides since their ease of absorption by the human body (Kim et al., 2019; Zheng et al., 2021). Beyond ginsenosides, non-ginsenoside components such as flavonoids, phenolic acids, and alkaloids are also reported to have significant pharmacological effects (Fan et al., 2021; Sun et al., 2023).

It is noted that although many research studies on *P. ginseng* bioactive constituents mainly focus on the composition and pharmacology, their contents and types vary across different processes. Consequently, substantial effort has been devoted to improving the quality of *P. ginseng* products through various methods, such as frying, steaming, acid treatment, and fermentation (Huang et al., 2019; Huang et al., 2023; Piao et al., 2020; Xie et al., 2012). Commercial sterilization, that is, 121 °C and 30 min, is a commonly used thermal process in the food industry (Barbhuiya et al., 2021). Recent metabolomic analyses have demonstrated that this commercial sterilization induces obvious alterations in 88 terpenoids, including 30 ginsenosides, which indicates the improvement of the function of ginsengs (Zhang et al., 2022).

Microbial biotransformation of medicinal plants by beneficial microbes has been widely reported to enhance bioactivity, diversify active compounds, and reduce toxicity of products (Pinela et al., 2020; Tian et al., 2021; Wu et al., 2022). Among these beneficial microbes in the transformation of natural resources, *Aspergillus cristatus*, commonly known as the golden flower fungus, is the dominant fungus during Chinese Fuzhuan brick tea (FBT) fermentation (Ge et al., 2016). Natural materials fermented with *A. cristatus* demonstrate various physiological activities, such as the antioxidant activities of rice Koji and the anti-aging activity of *P. notoginseng* (Lee et al., 2021a; Lee et al., 2021b). Thus, fermentation by *A. cristatus* can be an effective biotechnological approach for producing new bioactive materials. Therefore, it is vital to elucidate the changes in functional components in *P. ginseng* induced by a beneficial microbe such as *A. cristatus*.

In this study, we incubated *P. ginseng* with *A. cristatus* to produce GFCG, and then performed transcriptome analysis to identify the differentially expressed genes (DEGs) in the fungus. We further conducted untargeted metabolomic profiling to characterize differentially accumulated metabolism (DAM) in GFCG. This study will provide a comprehensive understanding of the metabolite transformation routes and the molecular mechanisms that govern the beneficial microbe-caused bioconversion of *P. ginseng*.

## 2 Materials and methods

### 2.1 Plants and fungi materials

Notably, 4-year-old *P. ginseng* roots were collected from Hushentang Co., Ltd. (Fusong, Jilin, China). Ginseng roots were cut into pieces and sterilized by autoclaving at 115 °C for 15 min using an autoclave machine, with minor modifications. The sterilized ginseng roots were placed in 500-mL glass bottles, with 100 g in each, for inoculation with the golden flower fungus. The spores of *A. cristatus* (1 × 10^6^/mL) were evenly sprayed onto the surface of sterilized *P. ginseng* roots. The inoculated samples were incubated at 28 °C for 7–10 days. After fermentation, the ginseng roots were dried at 80 °C for 4 h, ground into powder, and screened through a 40-mesh sieve. The resulting power was used for metabolite and ginsenoside measurements, respectively. The ginseng roots without fungal inoculation (sprayed with ddH_2_O) served as the control.

The golden flower fungus *A. cristatus* was originally isolated from Fuzhuan dark tea and grown on Potato Dextrose Agar (PDA) plates for 10 days. The fungal spores were collected and inoculated onto sterilized ginseng roots for fermentation. For RNA-sequencing, the fungi were collected from ginseng roots, frozen in liquid nitrogen, and stored at −80 °C (labeled as EcRS). The fungi without interaction with ginseng were used as the control (spores harvested from plates, labeled as EcCK). Three replicates were performed, respectively.

### 2.2 HP-LC analysis of ginsenosides with or without fungal treatment

Accurately weighed 0.5 g *P. ginseng* powder into the 25 mL EP centrifuge vial, followed by the addition of 15 mL 80% methanol (v/v). This solution was sonicated for 30 min and then kept undisturbed overnight. After that, two additional sonication cycles were performed (30 min each) with a 1 h interval between cycles. After the final sonication, the volume was adjusted to 25 mL with 80% methanol, and the mixture was allowed to stand overnight again. To obtain a final, clear sample for high-performance liquid chromatography (HP-LC) analysis, the supernatants were collected and filtered through a 0.22 μm filter membrane.

For HP-LC analysis of ginsenosides, the chromatographic separation conditions are set as follows. The column: ZORBAX Eclipse Plus C18 column (4.6 × 250 mm, 5 μm). The mobile phase consisted of water (A) and acetonitrile (B). The gradient elution was conducted as follows: 0–15 min, 19% B; 15–25 min, 19–29% B; 25–35 min, 29–40% B; 35–65 min, 40–100% B; 65–75 min, 100–19% B. The detection wavelength: 203 nm. The column temperature: 35 °C. The flow rate: 1.0 mL/min. The injection volume: 5 μL. The standard ginsenosides, such as Re, Rb1, Rd, Rg3, Rg2, and Rh2, were purchased from Shanghai Winherb Medical Science Co., Ltd.

### 2.3 Transcriptome analysis of differentially expressed genes in *A. cristatus* before or after interaction with *P. ginseng*

For RNA-sequencing of the golden flower fungus *A. cristatus*, the following procedures were, respectively, performed as previously indicated (Chen et al., 2022; Liu et al., 2023) (i) total RNA identification, (ii) purification, (iii) monitoring, (iv) the cDNA library construction, (v) sequencing, (vi) the raw data cleaning, and (vii) the raw data analysis. In brief, clean reads were observed by first removing the lower quality reads from the raw data, including those containing adaptors, primers, and nucleotides with Q quality scores below the threshold. The Q20, Q30, and guanine or cytosine (GC) content of the clean data were calculated. All the above clean, high-quality data were used for downstream analysis.

To map fragments to the genome and quantify gene-level expression, an index of the fungal genome reference was built. Paired-end clean reads were aligned to the reference, and the fragments per kilobase of transcript per million mapped reads (FPKM) of each gene were then calculated. The *A. cristatus* reference genome and fungal genes annotation files were obtained from the NCBI genome datasets with assembly number ASM4470619v1 (Ge et al., 2016).

For analysis of differentially expressed genes (DEGs), DEGs in all samples (EcRS, EcCK) were analyzed as described in Chen et al. (2022). The DEGs were selected with log2 (fold change) ≥ 1 or log2 (fold change) ≤ 1 and with statistical significance (*p* value ≤ 0.05) by the R package.

### 2.4 Metabolome analysis of differentially accumulated compounds during *P. ginseng* roots infected by *A. cristatus*

For metabolite extraction from *P. ginseng* roots, samples were prepared as follows: *A. cristatus*-treated *P. ginseng* roots (RJ) and untreated ginseng roots (RCK) were extracted with 120 μL of precooled 50% methanol. The mix was vortexed for about 1 min, then incubated at room temperature for 10 min, and next centrifuged at 4,000 *g* for 20 min, and finally transferred the supernatants into a new 96-well plate. The quality-control (QC) samples (from pooled quality control) were also included by combining 10 μL of each extraction mixture.

The root samples were analyzed using the liquid chromatograph mass spectrometer system (LC–MS) according to the machine’s instructions from LC-Bio Technology Co., Ltd., Hangzhou, China. All chromatographic separations were done by an UltiMate 3,000 UP-LC system (Thermo Fisher Scientific, Bremen, Germany). The ACQUITY UP-LC T3 column (100 mm × 2.1 mm, 1.8 μm, Waters, Milford, CT, USA) was used for the reversed-phase separation. The column oven was kept at 40 °C.

The high-resolution tandem mass spectrometer Q-Exactive (Thermo Fisher Scientific, Bremen, Germany) was used to detect metabolites eluted from the column. The Q-Exactive was operated in positive and negative ion modes, respectively. Precursor spectra (70–1,050 m/z) were collected at 70,000 resolution to hit an AGC target of 3 × 10^6^. The maximum injection time was set to 100 ms. A top-3 configuration for data acquisition was set in DDA mode. Fragment spectra were collected at 17,500 resolution to hit an AGC target of 1 × 10^5^ with a maximum inject time of 80 ms.

After that, the LC–MS data were analyzed as follows: (i) transforming into the mzXML format by MSConvert, (ii) processing by the XCMS, CAMERA, and metaX toolbox, and (iii) implementing in the R software. The combined retention time (RT) and m/z data were used to identify each ion (Chen et al., 2022; Liu et al., 2023).

### 2.5 GO/KEGG analysis

Gene Ontology (GO) enrichment analysis of DEGs was implemented by the Goseq R package, in which gene length bias was corrected. Kyoto Encyclopedia of Genes and Genomes (KEGG) is a database resource based on large-scale molecular datasets generated by genome sequencing or metabolomics technologies. GO/KEGG analysis was performed as previously indicated (Chen et al., 2022; Liu et al., 2023).

### 2.6 Statistical analysis

Analysis of variance was performed using the Statistical Product and Service Solutions software (IBM). The results were considered significant as follows: *p < 0.05, **p < 0.01, ***p < 0.001. All data are represented as the mean ± standard error of the mean (SEM) of at least three replicates.

## 3 Results

### 3.1 Fermentation of golden flower fungus *A. cristatus* on the *P. ginseng* roots

To ferment with the golden flower fungus *A. cristatus*, *P. ginseng* roots were cut into pieces (Figure 1A). Since the field-grown *P. ginseng* roots may contain endogenous or rhizosphere microbes that could contaminate the golden flower fungus fermentation, sterilization was performed as a pretreatment step. In addition, to minimize thermal destruction of fresh ginseng compounds by the traditional commercial sterilization condition (121 °C, 30 min), the sterilization was carried out at 115 °C for 15 min (Figure 1B). Fermentation was performed by inoculating *A. cristatus* spores into each bottle and incubating for more than one week (Figures 1C,D). Visually, the fermented samples would show dense mycelial coverage. After 7 days, the fungi were fully grown on the surface of *P. ginseng* roots with golden flowers, and all fermented samples were covered with dense mycelium (Figure 1D). It indicated that *A. cristatus* successfully grew on the roots of *P. ginseng.* After fermentation, the samples were dried at 80 °C for 4 h. Thus, we finally observed the *A. cristatus*-treated samples (RJ, Figure 1E) and untreated samples (*P. ginseng* CK, RCK, Figure 1F). As indicated in Figures 1E,F, the color of dried ginseng CK was red-brown with light, while the color of *A. cristatus*-treated *P. ginseng* was deep, dark brown with less light. These results confirmed the successful preparation of “Golden Flower Chinese Ginseng (GFCG).” Since the fungal fermentation may influence *P. ginseng* quality, which would be very interesting, we did further investigation.

**Figure 1:**
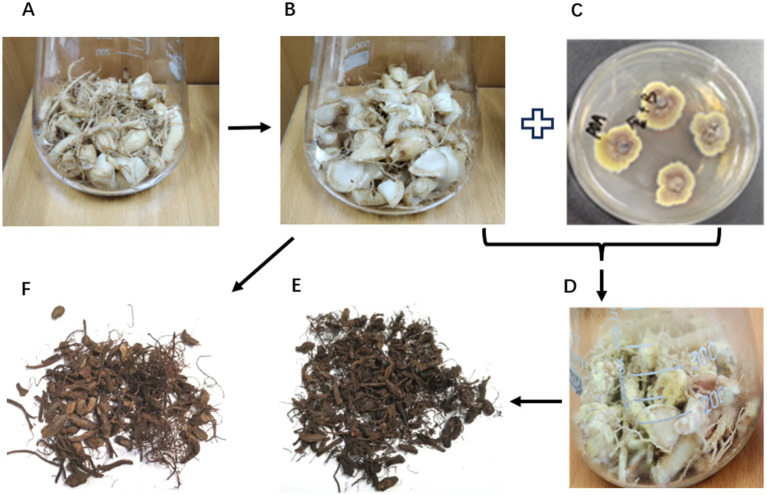
Schematic of the production process and characteristics of the *Aspergillus cristatus* fermented *Panax ginseng*. **(B–F)** The production process of GFCG and the CK.

### 3.2 Effects of golden flower fungus *A. cristatus* fermentation on the saponins biotransformation in *P. ginseng* roots

To evaluate whether *A. cristatus* fermentation could improve *Panax* quality, we measured and compared selected ginsenosides, which are pharmacologically important in *P. ginseng*. The samples of CK (*P. ginseng* CK) and the samples of *A. cristatus*-treated (*P. ginseng* Ec) were first ground into powder and extracted for HP-LC analysis. For the standards, the HP-LC grade of ginsenoside compounds was used. As indicated in Figure 2A, upon *A. cristatus* treatment, *P. ginseng* accumulated more ginsenosides Rg2 and Rg3 than the control (*p* < 0.001), while the accumulation of ginsenosides Re and Rd was significantly decreased (*p* < 0.05 and *p* < 0.01, respectively). Interestingly, the accumulation of Rb1 had almost disappeared in *P. ginseng* after *A. cristatus* treatment. On the contrary, the accumulation of ginsenoside Rh2 occurred only after *A. cristatus* treatment. These findings indicate the saponins could be biotransformed by the golden flower fungus *A. cristatus*.

**Figure 2:**
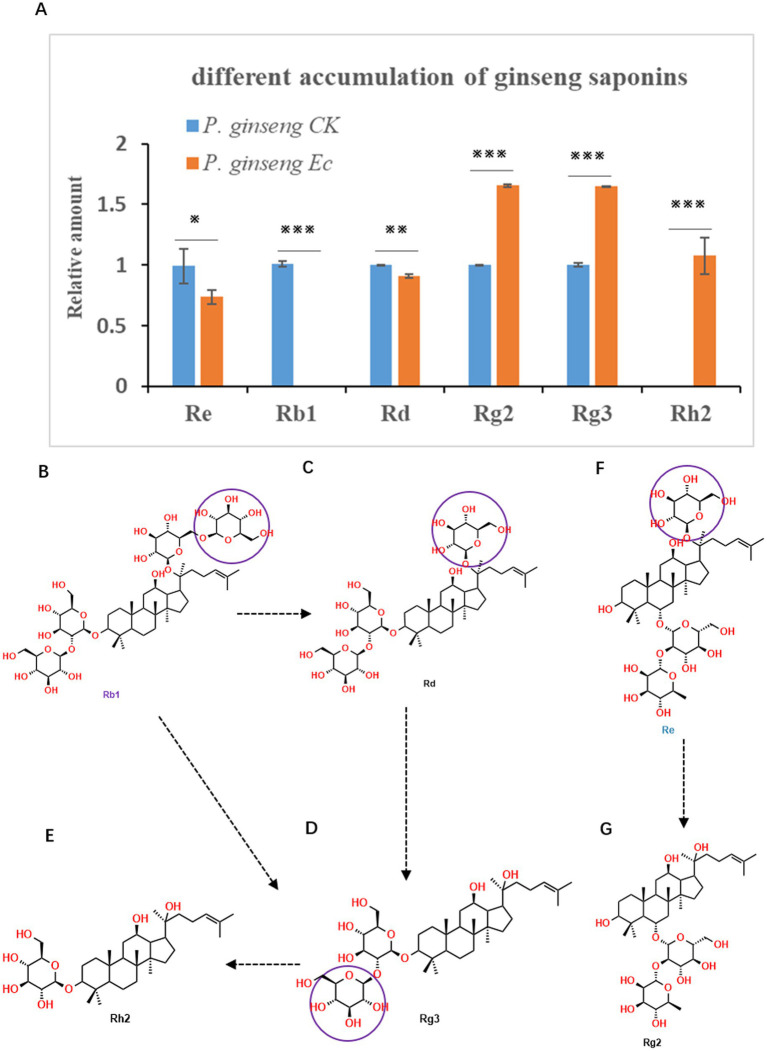
*Aspergillus cristatus* fermentation changed *Panax ginseng* saponins. **(A)** Differentially accumulated ginseng saponins in *P. ginseng* upon *A. cristatus* treatment and the untreated control samples (*p < 0.05; **p < 0.01; ***p < 0.001). **(B–G)** Structures of indicated ginseng saponins.

Structural analysis of these ginsenosides provides mechanistic insights into the observed metabolic shifts. Based on the chemical structures of Rb1, Rd, Rg3, and Rh2, each compound lost one glucoside at a similar position (Figures 2B–E). Hereupon, in *A. cristatus* fermentation, we observed the decreasing concentrations of Rb1 and Rd, while increasing concentrations of Rg3 and Rh2, suggesting a biotransformation pathway could be Rb1 → Rd → Rg3 → Rh2, or from Rb1 → Rg3 → Rh2. Thus, the *P. ginseng* roots may induce the golden flower fungus *A. cristatus* (Figures 2F, G) to undergo transcriptional reprogramming and to induce the biosynthesis of certain enzymes that catalyze chemical transformations. Similarly, it may also happen from Re to Rg2 by enzymes from *A. cristatus.* Since ginseng ginsenosides, such as the Rg2, Rg3, and Rh2, are rare saponins that play key roles in medicine, the golden flower fungus *A. cristatus* fermentation represents an effective strategy for enhancing the medicinal value of *P. ginseng* via targeted biotransformation of bioactive compounds.

### 3.3 Transcriptome analysis of golden flower fungus *A. cristatus* during interaction with *P. ginseng* roots

To investigate the molecular mechanisms of *A. cristatus* during fermentation of *P. ginseng* and to reveal which genes are involved in the transformation of ginseng compounds, we performed RNA-sequencing after *A. cristatus* incubated fresh ginseng roots. 

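The transcriptome compared 3 libraries of *A. cristatus* collected from *P. ginseng* roots (EcRS) with 3 libraries of the fungus that had not met the roots (EcCK). By the paper the fungus was grown for 10 days on agar plates and stayed 7 days on autoclaved roots at 28 °C. The medium thus changed together with root contact, and growth stage and age may have, so these cannot be told apart from it. The paper's methods describe the EcCK material as spores harvested from plates, whereas the sample labels describe mycelium. The libraries were grouped by their names, on which both sources meet. Nothing in the sources says whether the 3 libraries of a group came from separate cultures, so the p-values given for these libraries measure only the spread between them, which may be technical. The authors' gene table lists 10227 genes on 54 contigs, each with an estimated count and an FPKM (fragments per kilobase of transcript, scaled to the mapped total) in every library. Differential expression was tested on the estimated counts with edgeR, scaled by the same per-million factors as the deposited FPKM, for 8925 genes with a mean of at least 1 FPKM. A gene was taken as up- or down-regulated when it changed 2-fold or more with an adjusted p of at most 0.05. Levels are given as mean ± SD of FPKM with n = 3 libraries in each group, and log2 fold changes (EcRS over EcCK) with ± their standard error. The paper names a genome assembly, but whether the contigs of the table belong to it could not be settled, so contig numbers and positions are those of the deposited table.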

One week post-incubation, the fungus grew, and the golden flower developed on the surface of the roots of fresh ginseng. Samples of *A. cristatus* were collected from the fungal-inoculated ginseng roots (EcRS). For the control, fungi without interaction with ginseng roots were collected (control, EcCK). After sequencing, around 286 million reads with high quality and about 7.15 G base pairs on average were generated in each library; 252 million validated high-quality reads were finally obtained (Supplementary Table S1). The raw sequence data have been submitted to the NCBI Short Read Archive under accession number GSE302790 (EcRS/EcCK). The reads were aligned to the *A. cristatus* genome (Ge et al., 2016).

To identify genes involved in *A. cristatus* after inoculation with *P. ginseng*, we compared statistically significantly differentially changed genes (altered 2-fold or more, *p* ≤ 0.05, sequence-specific transcription factors [SSTFs]) between the *A. cristatus* and *P. ginseng* interaction (EcRS) and the control (EcCK) (Figures 3A,C). 4,850 SSTF genes were identified in total compared with non-infected plants, with 1,346 genes being up-regulated and 3,504 genes being down-regulated (Figure 3A). 

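The strongest up-regulated genes included a gene for a sugar-binding lectin and several of unknown function. *SI65_09249*, annotated as a Cyanovirin-N protein, the lectin fold that binds mannose-rich sugars, rose from 23.8 ± 18.4 FPKM in EcCK to 3541 ± 968 in EcRS (log2 fold change 7.22 ± 0.66, adjusted p = 3.35e-05). The uncharacterized gene *SI65_07419* reached 27423 ± 2004 FPKM in EcRS against 217 ± 217 in EcCK (log2 fold change 6.98 ± 0.83, adjusted p = 1.18e-04). *SI65_09914*, without a description in the table, reached 1419 ± 201 FPKM in EcRS against 25.6 ± 5.23 in EcCK (log2 fold change 5.79 ± 0.31, adjusted p = 1.04e-05). At the other end, *SI65_08900* fell from 245 ± 90.6 FPKM in EcCK to 0.204 ± 0.184 in EcRS (log2 fold change -10.20 ± 1.15, adjusted p = 8.84e-05). The EcRS libraries had 0.256, 0 and 0.357 FPKM of it, so the size of this fold is uncertain. Several of the strongest falls concerned uncharacterized genes whose level differed widely between the EcCK libraries. *SI65_09609* had 57669, 11530 and 254 FPKM in them and a mean of 0.0122 FPKM in EcRS, near the floor of the counts, so no fold is given for it. Of the 8925 genes tested, 1145 were up-regulated and 4251 down-regulated in EcRS, 5396 or 60.5% in all. Without the test, the 3 EcRS libraries lay above the 3 EcCK libraries in 1636 genes and below them in 4850, together 72.7% of genes. Libraries that could be exchanged freely would give 10%, but a shift of all genes by the scaling would raise the share, so 10% is no strict reference.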

Around 72.2% of SSTFs are down-regulated in *A. cristatus* during interaction with *P. ginseng* (Figure 3B). It indicates that many fungal genes (more than two-thirds) were repressed during interaction with *P. ginseng*.

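Among the differentially expressed genes, 78.8% were down-regulated (exact 95% interval 77.7 to 79.9, which counts genes as independent). They included abundant heat shock genes. *SI65_04906*, encoding the chaperone HSP90, fell from 3674 ± 1645 FPKM in EcCK to 100.4 ± 15.4 in EcRS (log2 fold change -5.19 ± 0.50, adjusted p = 4.32e-05). *SI65_07742*, encoding Hsp88, was at 23.6 ± 0.710 FPKM in EcRS against 658 ± 273 in EcCK (-4.80 ± 0.42, adjusted p = 2.90e-05). The balance between the directions moved with the scaling of the libraries. With per-million scaling the median of all genes lay at a log2 fold change of -0.96, and with TMM (trimmed mean of M-values) at -0.11. TMM called 2352 genes up and 2798 down, or 54.3% down. All 1145 up-regulated genes and 2798 of the down-regulated ones were called under both scalings and 0 in opposite directions. A further 1453 were down-regulated with per-million scaling alone, and 1207 up-regulated with TMM alone. HSP90 stayed down-regulated with TMM (log2 fold change -4.45), whereas *SI65_02949*, encoding linoleate 10R-lipoxygenase, had -1.80 (adjusted p = 6.66e-04) with per-million scaling and -0.93 with TMM, where it was no longer called. In EcRS 25.2 ± 1.92% of the mapped units lay outside the listed genes, against 13.2 ± 1.04% in EcCK.

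**Figure D1:**
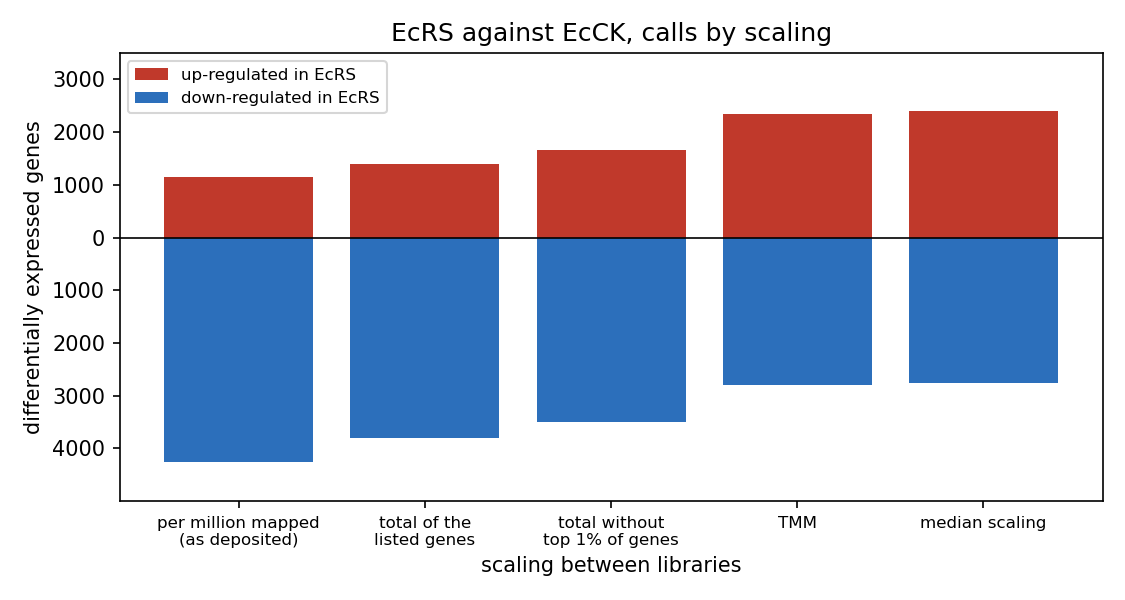
Number of genes up-regulated (red, above the line) and down-regulated (blue, below it) in EcRS against EcCK under 5 scalings of the libraries, 3 libraries per group. The down-regulated bar falls from 4251 with the deposited per-million scaling to 2763 with median scaling.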

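Genes for moving solutes across membranes were among the repressed groups: of 284 transmembrane transport genes, 168 were down-regulated (168 when adjusted over the list alone), 30 up-regulated and 86 did not pass. Such genes were over-represented among all down-regulated genes (Fisher's exact test, adjusted p = 6.48e-04, and adjusted p = 0.898 with an estimated correlation between the genes). In a logistic model with coding length and expression level they did not pass (odds ratio 1.24, 95% interval 0.969 to 1.59), nor without a filter on FPKM (1.26) or under quantile normalization (1.03). The level in this model is a mean over these same libraries, which a change itself moves. *SI65_00850* (0.451 ± 0.160 FPKM in EcRS against 80.7 ± 48.1 in EcCK, log2 fold change -7.46 ± 0.58, adjusted p = 1.90e-05) and *SI65_07410* (0.251 ± 0.00701 against 29.6 ± 11.5 FPKM, -6.85 ± 0.41, adjusted p = 1.14e-05), both annotated to transmembrane transport, were nearly lost. Of 91 heat shock and protein folding genes 46 were down-regulated and 11 up-regulated. The same 2 numbers were 46 and 8 of 94 autophagy genes, 55 and 12 of 113 peroxisome genes, and 30 and 4 of 53 secondary metabolism genes. None of these 4 groups passed Fisher's test (adjusted p = 0.741, 0.371, 0.345 and 0.317), although heat shock did in the logistic model (odds ratio 1.85, but adjusted p = 0.898 with an estimated correlation), and adjusting over each list alone gave 46, 46, 55 and 30 down-regulated genes. With TMM the down- and up-regulated genes were 112 and 60 in transmembrane transport, which still passed, 33 and 26 in heat shock, 24 and 19 in autophagy, 42 and 29 in the peroxisome, and 21 and 12 in secondary metabolism. *SI65_09356*, encoding the peroxisome biogenesis factor PEX6, fell from 25.1 ± 8.70 to 0.874 ± 0.133 FPKM (log2 fold change -4.84 ± 0.36, adjusted p = 1.67e-05). From the larger share of down-regulated genes, the paper reasons that many fungal genes were repressed during the interaction.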

**Figure 3:**
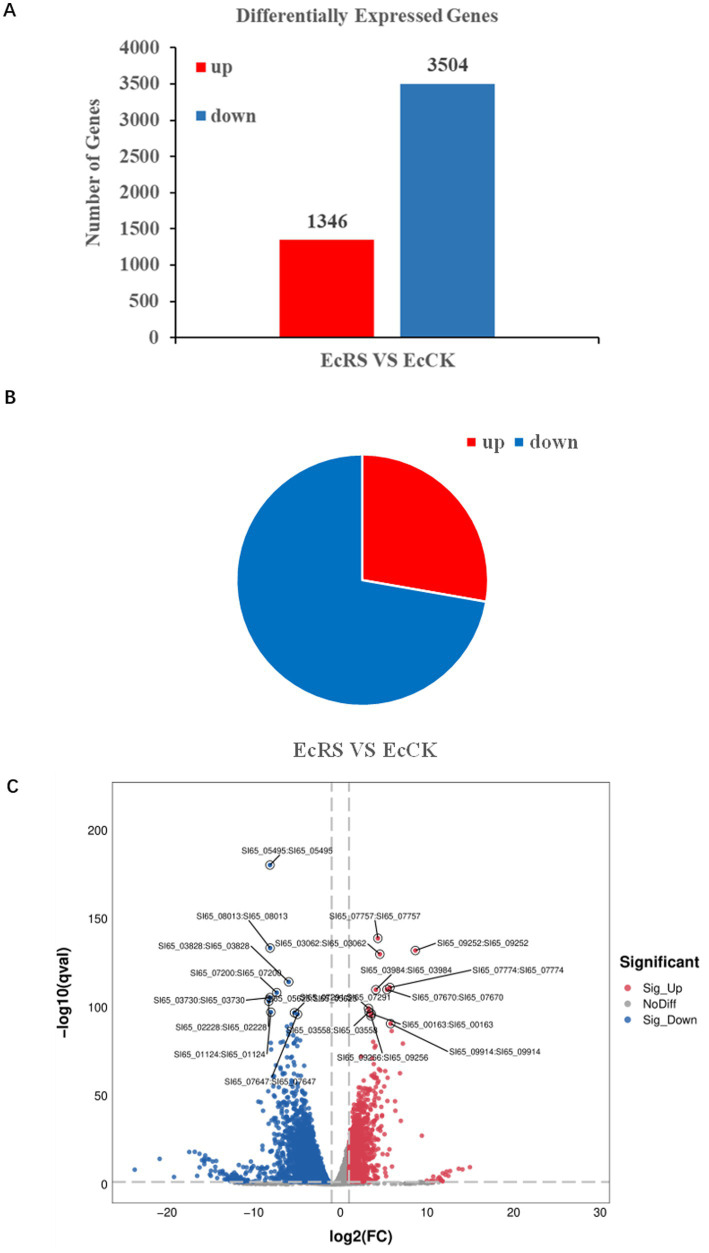
Differentially expressed genes (DEGs) in *Aspergillus cristatus* during fermenting *Panax ginseng*. **(A)** Numbers of significantly differentially expressed genes (≥ 2-fold; *p* ≤ 0.05) in *A. cristatus* after one week of interaction with *P. ginseng* roots by RNA-seq. **(B)** Percentage of up-regulated and down-regulated genes in *A. cristatus* upon interaction with *P. ginseng* (in total 4,850). **(C)** Volcano plot of differentially expressed genes with the labeled top genes of up-regulated or down-regulated genes.

As shown in Figure 3C, several top genes are up- or down-regulated in SSTF. 

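In EcRS the *A. cristatus* genes with rising transcripts included several that act on polysaccharides. *SI65_07291* (contig 8, 1041438 to 1042832), annotated as the glucanosyltransferase gel1 that lengthens cell wall glucans, rose to 2664 ± 346 FPKM in EcRS against 279 ± 50.6 in EcCK (log2 fold change 3.26 ± 0.34, adjusted p = 5.60e-05). *SI65_03984* reached 5856 ± 1127 FPKM in EcRS against 341 ± 89.5 in EcCK (4.10 ± 0.40, adjusted p = 4.28e-05). *SI65_03558* was at 110.4 ± 3.83 against 11.1 ± 3.38 FPKM (3.31 ± 0.29, adjusted p = 2.93e-05) and *SI65_00163* 737 ± 113 against 62.2 ± 18.3 FPKM (3.57 ± 0.33, adjusted p = 3.69e-05). *SI65_07774* (contig 10, 393236 to 394270) was close to silent in EcCK, with 55.7 ± 9.27 against 1.06 ± 0.216 FPKM (5.70 ± 0.32, adjusted p = 1.09e-05). *SI65_07757* had 986 ± 108 against 48.8 ± 12.7 FPKM (4.34 ± 0.33, adjusted p = 1.87e-05). The largest change of these belonged to *SI65_09252* (contig 17, 207890 to 208268), at 695 ± 260.1 FPKM in EcRS against 1.72 ± 0.727 in EcCK (log2 fold change 8.64 ± 0.52, adjusted p = 1.14e-05). Genes for degrading the plant cell wall were over-represented among the up-regulated genes. Of 24 such genes 10 rose (10 when adjusted over the list alone), 6 fell and 8 did not pass (Fisher's exact test, adjusted p = 0.00249, and adjusted p = 0.579 with an estimated correlation). They included *SI65_09823*, encoding an endoglucanase that cleaves cellulose (285 ± 57.3 against 3.58 ± 3.03 FPKM, 6.30 ± 0.71, adjusted p = 8.56e-05), and *SI65_04327*, encoding a xylanase (18.2 ± 2.35 against 0.224 ± 0.172 FPKM, 6.27 ± 0.57, adjusted p = 3.23e-05). Of 26 genes for remodelling the fungal wall itself, 7 rose (7 over the list alone), 5 fell and 14 did not pass (adjusted p = 0.116), and with TMM 11 rose and 2 fell. The paper picked its 7 genes from these same libraries, so their direction is not independent evidence.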

Among up-regulated genes, *SI65_07291* encodes 1,3-beta-glucanosyltransferase; *SI65_03558* encodes beta-1,6-glucan biosynthesis protein; *SI65_03984* encodes lytic polysaccharide monooxygenase; *SI65_00163* encodes xylose isomerase-like protein; *SI65_07774* encodes protein involves in glucan catabolic process; *SI65_07757* encodes eukaryotic cysteine-rich secretory proteins, antigen 5, and pathogenesis-related 1 proteins (CAP) domain containing proteins; while *SI65_09252* encodes protein with Cyanovirin-N homologs (CVNHs) domain, CVNHs are a class of lectins known for their high-mannose sugar binding capabilities and antiviral properties. The up-regulation of these genes suggests that they may be involved in the biosynthesis of ginseng chemical metabolites, such as the conversion of rare ginsenoside compounds.

The down-regulated genes in *A. cristatus* after inoculation with *P. ginseng* included: *SI65_01124* encodes a putative RNA polymerase II transcription elongation factor; *SI65_07200* encodes a CHY zinc finger protein; *SI65_02228* encodes a pH-response regulator protein; *SI65_03730* encodes a protein belonging to the ABC transporter G family; while *SI65_07647* and *SI65_05495* encode agmatine deiminase family protein. 

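The 6 down-regulated genes that the paper names were expressed in EcCK and, except for *SI65_07647*, had means below 1 FPKM in EcRS. *SI65_01124* (contig 1) fell to 0.0857 ± 0.0358 FPKM in EcRS against 22.3 ± 3.47 in EcCK (log2 fold change -7.98 ± 0.43, adjusted p = 1.04e-05). *SI65_07200* (contig 8) fell to 0.376 ± 0.0686 against 60.9 ± 14.7 FPKM (-7.33 ± 0.37, adjusted p = 9.18e-06) and *SI65_03730* (contig 3) to 0.380 ± 0.146 against 106 ± 35.0 FPKM (-8.09 ± 0.48, adjusted p = 1.14e-05). *SI65_02228* had 0.551 ± 0.142 against 169 ± 11.2 FPKM (-8.21 ± 0.34, adjusted p = 8.14e-06). Its neighbour *SI65_02227*, described in the table as palC of the pH response pathway, had 0.506 ± 0.256 against 46.5 ± 13.4 FPKM (-6.50 ± 0.47, adjusted p = 1.63e-05). *SI65_07647*, annotated as agmatine deiminase, which takes the amine from agmatine, was at 97.8 ± 9.03 against 3030.4 ± 595 FPKM (-4.95 ± 0.36, adjusted p = 1.63e-05). *SI65_05495* fell to 0.574 ± 0.111 against 159.8 ± 25.9 FPKM (-8.11 ± 0.35, adjusted p = 8.14e-06). Of 70 genes of polyamine and arginine metabolism, 31 fell (31 when adjusted over the list alone), 5 rose and 34 did not pass, which was no over-representation by Fisher's exact test (adjusted p = 0.976); with TMM 23 fell and 15 rose. A second agmatine deiminase gene of that list, *SI65_08013*, went from 284 ± 16.8 FPKM in EcCK to 1.03 ± 0.204 in EcRS (-8.10 ± 0.33, adjusted p = 8.14e-06). The genes named by the paper were chosen on these libraries, so their direction is not independent evidence.

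**Figure D2:**
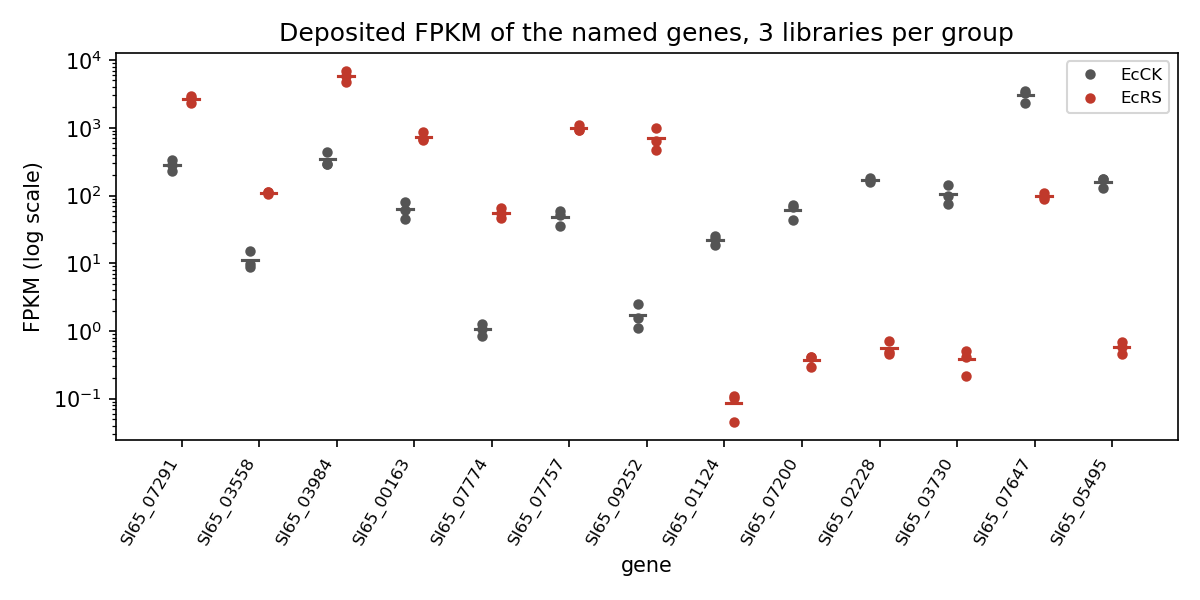
Deposited FPKM (log scale) of the 13 genes named by the paper, with 1 point per library (EcCK grey, EcRS red) and short lines for the means of 3 libraries. The lowest mean is that of *SI65_01124* in EcRS, 0.0857 FPKM.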

The down-regulation of these genes suggests that they may play a role in the differential regulation of gene transcription, environmental sensing, and metabolic adaptation during the fungal transition from saprophytic to host-associated growth.

### 3.4 Transcriptional events changed to translational events during golden flower fungus–ginseng interaction

To systematically characterize the biological processes and pathways involved in the *A. cristatus* and *P. ginseng* interaction, we further analyzed up- and down-regulated genes using GO and KEGG methods, respectively (Figures 4, 5).

**Figure 4:**
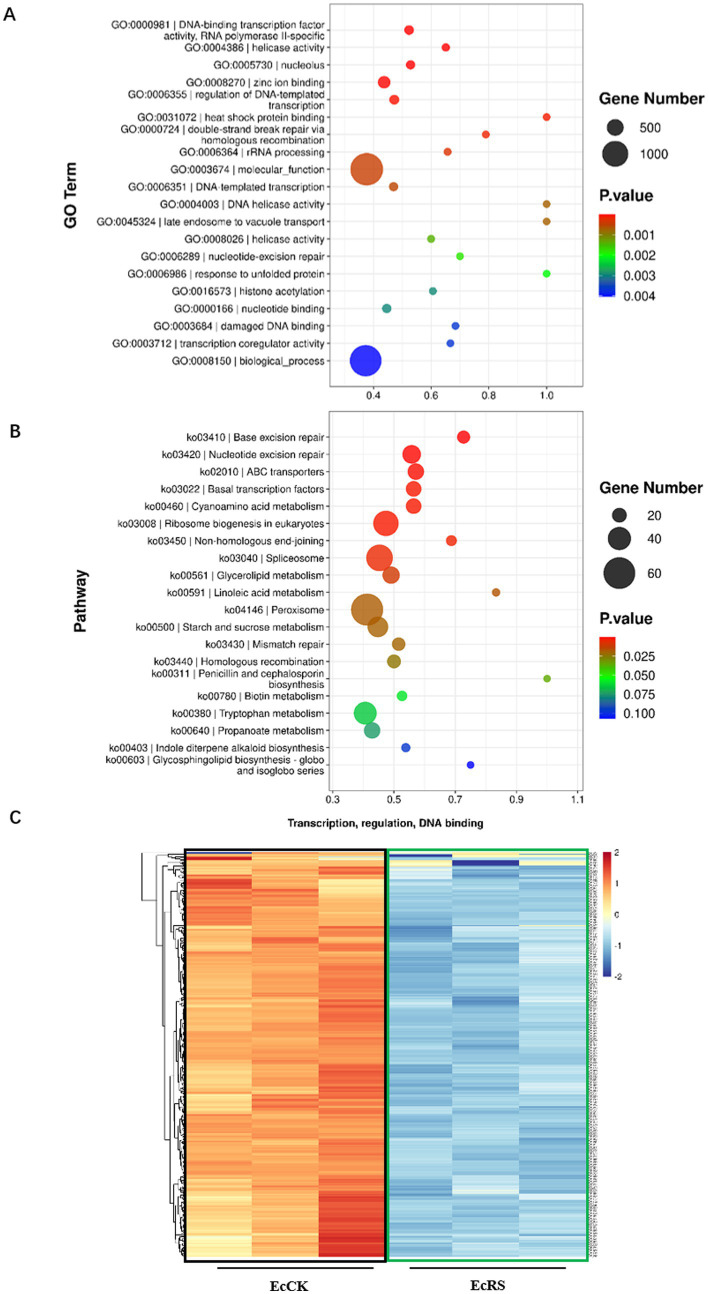
Gene enrichment analysis of the down-regulated SSTF genes in *Aspergillus cristatus*. **(A)** GO analysis of down-regulated genes in *A. cristatus*. **(B)** KEGG analysis of down-regulated genes in *A. cristatus*. **(C)** Heatmap analysis of DEGs in *A. cristatus* associated with transcription events.

**Figure 5:**
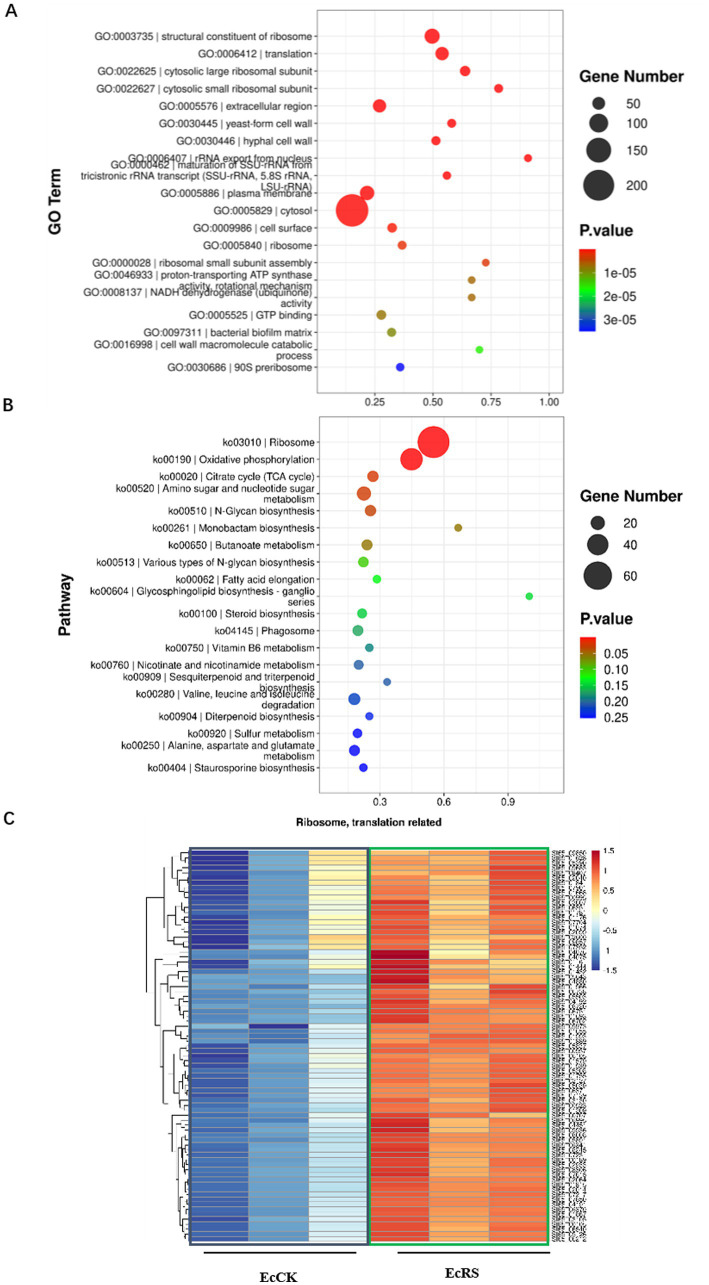
Gene enrichment analysis of the up-regulated SSTF genes in *Aspergillus cristatus*. **(A)** GO analysis of up-regulated genes in *A. cristatus*. **(B)** KEGG analysis of up-regulated genes in *A. cristatus*. **(C)** Heatmap analysis of DEGs in *A. cristatus* associated with translation events.

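Many genes for sequence-specific regulators of RNA polymerase II were down-regulated in EcRS. Of 175 genes with RNA polymerase II-specific transcription factor activity, 126 fell (127 when adjusted over the list alone), 4 rose and 45 did not pass. Their median log2 fold change was -1.82, or -0.87 relative to all genes. The factor gene *SI65_06260* went from 29.5 ± 3.23 to 0.624 ± 0.0716 FPKM (log2 fold change -5.56 ± 0.28, adjusted p = 9.18e-06) and *SI65_09282* from 31.5 ± 13.1 to 0.689 ± 0.473 FPKM (-5.50 ± 0.58, adjusted p = 6.46e-05). Among 227 genes for the regulation of DNA-templated transcription 145 fell (145 over the list alone) and 5 rose. Among 168 genes of DNA-templated transcription itself 115 fell (115 over the list alone) and 4 rose. All 11 coregulator genes that passed the test, of 14, fell (11 over the list alone), with *SI65_02777* at 0.671 ± 0.237 against 14.9 ± 3.61 FPKM (-4.47 ± 0.38, adjusted p = 2.40e-05). Over-representation among the down-regulated genes was tested with Fisher's exact test, adjusted over 108 tests. The adjusted p was 1.14e-09 for the transcription factors (odds ratio 2.82), 8.51e-06 for regulation, 6.75e-07 for DNA-templated transcription and 0.0711 for coregulators. With an estimated correlation between the genes of a list the first 3 gave adjusted p = 0.745, 0.780 and 0.765. With TMM 85, 96 and 74 of their genes fell and 9, 25 and 10 rose, and each list still passed. Under quantile normalization none of the 3 passed, and DNA-templated transcription was no longer over-represented (odds ratio 0.816). These lists were chosen by the paper on the same libraries and are not independent evidence of direction. With coding length and expression level in a logistic model the odds ratio of the transcription factors was 1.89 (95% interval 1.35 to 2.66), and DNA-templated transcription no longer passed (1.51).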

In the GO enrichment analysis, genes that play important roles in transcriptional regulation and DNA repair are enriched among down-regulated genes (Figure 4A; Supplementary material S1). These GO terms include DNA-binding transcription factor activity (RNA polymerase II-specific), regulation of DNA-templated transcription, DNA-templated transcription, transcription coregulator activity, helicase activity, DNA helicase activity, double-strand break repair via homologous recombination, damaged DNA binding, etc. However, many genes associated with translation, ribosome-related (structural constituent of ribosome, cytosolic large ribosomal subunit, cytosolic small ribosomal subunit, ribosome, ribosomal small subunit assembly), ribosomal RNA (rRNA) export from nucleus, maturation of small subunit ribosomal RNA SSU-rRNA from tricistronic rRNA transcript, plasma membrane, etc., are enriched in up-regulated genes (Figure 5A; Supplementary material S2).

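Many genes for unwinding DNA and mending its breaks were down-regulated on the roots. All 7 tested genes with DNA helicase activity fell (7 when adjusted over the list alone), among them *SI65_09070* and *SI65_05595*, which encode the subunits of DNA helicase II, the Ku complex that binds broken ends. The former had 23.3 ± 1.99 FPKM in EcRS against 194 ± 27.9 in EcCK (log2 fold change -3.06 ± 0.26, adjusted p = 2.41e-05) and the latter 9.21 ± 1.00 against 90.7 ± 4.73 FPKM (-3.30 ± 0.24, adjusted p = 1.65e-05). The repair helicase gene RAD25, *SI65_03954*, had 8.69 ± 0.580 against 52.4 ± 9.00 FPKM (-2.59 ± 0.25, adjusted p = 4.06e-05). In double-strand break repair via homologous recombination 17 of 19 genes fell (17 over the list alone), 0 rose and 2 did not pass. *SI65_05116*, encoding the repair protein mus-23, was at 1.29 ± 0.631 against 11.3 ± 4.71 FPKM (-3.13 ± 0.47, adjusted p = 4.19e-04). Of 19 genes for damaged DNA binding 16 fell (16 over the list alone) and 0 rose. In the broader helicase list 42 of 60 genes fell (42 over the list alone) and 2 rose. Its members reach beyond DNA: *SI65_02669*, encoding an RNA helicase of pre-mRNA processing, fell from 34.9 ± 21.8 to 0.957 ± 0.114 FPKM (-5.18 ± 0.48, adjusted p = 3.61e-05). By Fisher's exact test the adjusted p was 0.0267 for DNA helicases, 0.00133 for homologous recombination, 0.00665 for damaged DNA binding and 0.00265 for helicases, and adjusted p = 0.745, 0.745, 0.745 and 0.780 with an estimated correlation. With TMM scaling 5, 11 and 10 genes of the first 3 lists were down-regulated and these no longer passed. The helicases did, but neither they (odds ratio 1.29) nor homologous recombination (5.39) passed in a logistic model with coding length and expression level, which gave no odds ratio for DNA helicases. None of the 4 lists passed under quantile normalization or with pseudocount 5. The paper chose these terms on the same libraries, so they are not independent evidence of direction.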

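Many transcripts for the ribosome rose in EcRS. Of 139 genes for structural constituents of the ribosome, 68 were up-regulated (68 when adjusted over the list alone), 12 down-regulated and 59 did not pass, with a median log2 fold change of 0.94, or 1.90 relative to all genes. *SI65_01693*, encoding protein L29 of the large subunit, rose from 127 ± 35.2 to 2084 ± 774 FPKM (log2 fold change 4.04 ± 0.38, adjusted p = 3.79e-05). *SI65_07615*, encoding S28 of the small subunit, rose from 190.2 ± 95.5 to 2101 ± 908 (3.47 ± 0.47, adjusted p = 2.38e-04). Up- and down-regulated genes numbered 54 and 7 of 102 in translation, 30 and 4 of 47 in the cytosolic large subunit, 17 and 0 of 23 in the small subunit, and 17 and 9 of 48 in the ribosome term. They numbered 8 and 2 of 11 in small subunit assembly, 10 and 0 of 11 in rRNA export from the nucleus, and 13 and 7 of 25 in maturation of SSU-rRNA. Adjusted over each list alone the up-regulated genes were 54, 30, 18, 17, 8, 10 and 14. The maturation list held both directions: *SI65_08720*, encoding a small ribonucleoprotein, rose to 896 ± 167 against 109 ± 11.8 FPKM (3.04 ± 0.27, adjusted p = 2.86e-05), and *SI65_03454*, encoding the rRNA biogenesis protein rrp36, fell to 0.781 ± 0.399 against 15.4 ± 4.54 FPKM (-4.28 ± 0.47, adjusted p = 7.94e-05). In the plasma membrane list 61 of 268 genes rose (61 over the list alone), 83 fell and 124 did not pass. Its median was -0.04, opposite in sign to its test for up-regulated genes, and 0.84 with TMM, where 119 rose and 52 fell. By Fisher's exact test the adjusted p was 1.95e-25 for structural constituents (odds ratio 7.45), and in the order above 2.25e-22, 1.64e-15, 1.82e-10, 1.72e-04, 4.18e-05, 8.05e-08, 1.19e-05 and, for the plasma membrane, 4.35e-06. Camera tests a list while allowing for correlation between its genes. With an estimated correlation each list gave adjusted p = 0.745 by camera except SSU-rRNA maturation, at 0.765, and none of the 54 lists passed. With the correlation preset at 0.01, below the estimates, the lists named here gave adjusted p from 1.47e-15 to 0.00169 by camera. Across genes the log2 fold change fell with coding length (Spearman correlation -0.23), and with length and level in a logistic model the odds ratio of the structural constituents was 1.92 (95% interval 1.31 to 2.82). In that model the ribosome term (odds ratio 1.47), small subunit assembly (7.49) and SSU-rRNA maturation (2.96) no longer passed, and these 3 and the plasma membrane did not pass under quantile normalization either. The terms were taken by the paper from these libraries and are not independent evidence of direction.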

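Pathway by pathway, many genes for repairing DNA bases and for starting transcription fell on the roots, and many for the ribosome and respiration rose. In base excision repair 17 of 22 genes were down-regulated (17 when adjusted over the list alone) and 1 up-regulated. *SI65_06267*, encoding the flap endonuclease that trims displaced strands, fell to 1.46 ± 0.214 FPKM in EcRS against 16.5 ± 4.92 in EcCK (log2 fold change -3.49 ± 0.35, adjusted p = 5.10e-05). The exception was *SI65_01606*, encoding the replication clamp PCNA, which rose to 209 ± 15.7 against 44.5 ± 18.5 FPKM (2.23 ± 0.33, adjusted p = 3.97e-04). In nucleotide excision repair 30 of 50 fell (30 over the list alone) and 4 rose. In mismatch repair 20 of 33 fell (20) and 3 rose, and among basal transcription factors 27 of 37 fell (27) and 2 rose. Glycerolipid metabolism had 26 down- (26 over the list alone) and 2 up-regulated genes of 48, and linoleic acid metabolism 4 (4) and 0 of 5. Among the latter was *SI65_00826*, encoding an oxygenase that makes psi factor signals, at 168 ± 47.9 against 1043 ± 266 FPKM (-2.64 ± 0.38, adjusted p = 3.39e-04). Of 126 genes in the ribosome pathway 68 rose (68 over the list alone) and 14 fell, and of 94 genes for oxidative phosphorylation 42 rose (42) and 11 fell, with *SI65_05642* at 1689 ± 334 against 108 ± 26.6 FPKM (3.96 ± 0.31, adjusted p = 2.03e-05). Amino sugar and nucleotide sugar metabolism had 18 up- (18 over the list alone) and 32 down-regulated genes of 79, and N-glycan biosynthesis 12 (12) and 17 of 47. The medians of the latter pair, -0.57 and -0.41, were opposite in sign to a test for up-regulated genes and turned to 0.22 and 0.45 with TMM, where 27 and 19 genes rose and 17 and 8 fell. With TMM 68 genes of oxidative phosphorylation rose and 8 fell. Fisher's exact test within genes that have a KEGG pathway gave adjusted p = 0.00637 for base excision repair, 0.0484 for nucleotide excision repair, 0.00137 for basal transcription factors, 1.95e-25 for the ribosome and 6.57e-12 for oxidative phosphorylation. The same test did not pass for mismatch repair (adjusted p = 0.0941), glycerolipid (0.224), linoleic acid (0.306), amino sugar (0.0796) or N-glycan metabolism (0.0850). With an estimated correlation the lists that passed gave adjusted p = 0.745, and nucleotide excision repair 0.780. In a logistic model with coding length and expression level neither base excision repair (odds ratio 2.69) nor nucleotide excision repair (1.59) passed, and the latter did not with all tested genes as background either. Under quantile normalization base excision repair was no longer over-represented (odds ratio 0.924), and nucleotide excision repair did not pass (1.52). Mismatch repair passed without any 1 of the 6 libraries, EcCK or EcRS (odds ratios 2.33 to 2.59). Amino sugar metabolism passed without EcRS replicate 2 (2.08), in the logistic model (2.34) and with all tested genes as background. With an estimated correlation these 2 gave adjusted p = 0.898 and 0.745. All of these pathways were picked by the paper on the same libraries and are not independent evidence of direction.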

For the KEGG pathway analysis, the genes associated with repair events (for example, the base excision repair, nucleotide excision repair, mismatch repair), basal transcription factor, ABC transporter, metabolism (cyanoamino acid metabolism, glycerolipid metabolism, linoleic acid metabolism), etc., are down-regulated (Figure 4B; Supplementary material S1), while genes associated with ribosome, amino sugar and nucleotide sugar metabolism, oxidative phosphorylation, N-glucan biosynthesis, etc., are enriched in up-regulated genes (Figure 5B; Supplementary material S2).

The GO and KEGG analyses of up- or down-regulated genes indicated that translation, transcription, DNA repair events, and metabolism-related genes are enriched in the golden flower fungus *A. cristatus* when interacting with the medicinal plant *P. ginseng*. 

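The machinery around transcription and translation in *A. cristatus* did not move as 1 block. Spliceosome genes, which process the primary transcripts, fell in 59 of 105 cases (59 when adjusted over the list alone) and rose in 9. *SI65_03980*, encoding the splicing factor Prp45, went from 32.2 ± 6.39 FPKM in EcCK to 1.24 ± 0.586 in EcRS (log2 fold change -4.70 ± 0.40, adjusted p = 2.54e-05). Subunits of the RNA polymerases fell in 10 of 30 cases (10 over the list alone) and rose in 5. Ribosome biogenesis genes, which assemble rather than form the ribosome, fell in 50 of 92 (50) and rose in 9. Among 26 translation initiation and elongation factors 8 rose (8 over the list alone) and 5 fell. *SI65_01516*, encoding eIF5A, reached 4615 ± 1094 against 541 ± 267 FPKM (3.09 ± 0.43, adjusted p = 2.57e-04). *SI65_01640*, encoding a subunit of the initiation factor eIF3, fell to 5.36 ± 0.931 against 60.9 ± 19.2 FPKM (-3.51 ± 0.32, adjusted p = 3.47e-05). Aminoacyl-tRNA biosynthesis had 23 down- (21 over the list alone) and 7 up-regulated genes of 66, and the mitochondrial ribosome 8 up- (8) and 9 down-regulated genes of 47. Among the up-regulated ones was *SI65_06702*, encoding S19, at 63.1 ± 21.3 against 6.43 ± 1.60 FPKM (3.29 ± 0.38, adjusted p = 1.04e-04). By Fisher's exact test the spliceosome passed (adjusted p = 0.0202, and adjusted p = 0.898 with an estimated correlation), but not without EcCK replicate 1 (odds ratio 1.48), with all tested genes as background, with all 9 libraries in one fit (1.35) or with TMM. RNA polymerases (1), ribosome biogenesis (0.0695), translation factors (0.0532), aminoacyl-tRNA biosynthesis (1) and the mitochondrial ribosome (0.587) did not pass. With TMM, 21 mitochondrial ribosome genes and 16 translation factor genes were up-regulated and both lists passed. With per-million scaling they gave adjusted p = 0.780 and 0.745 with an estimated correlation, and neither passed in the logistic model with length and level (odds ratios 0.801 and 1.88). With TMM the spliceosome had 37 genes down and 25 up and ribosome biogenesis 34 down and 21 up. The balance turned in the RNA polymerases (9 up, 6 down) and in aminoacyl-tRNA biosynthesis (18 up, 15 down).

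**Figure D3:**
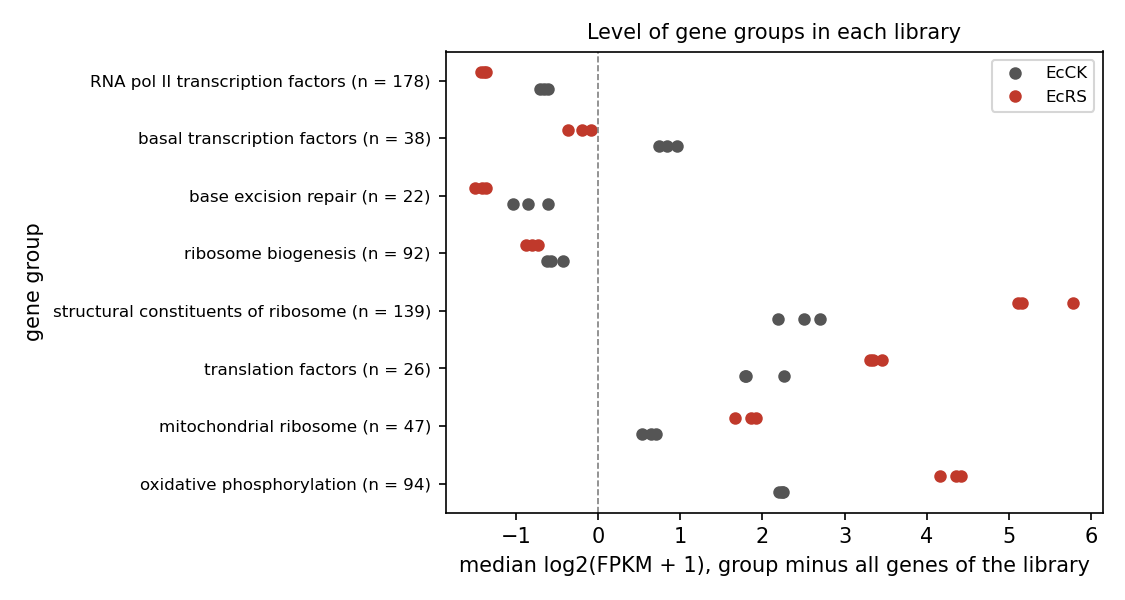
Median log2(FPKM + 1) of 8 gene groups minus the median of all genes in the same library, with 1 point per library (EcCK grey, EcRS red; n in brackets is the number of genes). Structural constituents of the ribosome stand highest in EcRS, at 5.11 to 5.77, and genes for RNA polymerase II transcription factors stand lower there than in EcCK.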

While the transcription-related events were repressed (Figure 4C), the translation-related events were activated (Figure 5C), suggesting *P. ginseng* might interfere with fungal genes at the transcription level, while triggering changes in the fungal genes at the translational and post-translational levels.

### 3.5 Metabolomic analysis of the *P. ginseng* roots upon the golden flower fungus *A. cristatus* fermentation

Since *A. cristatus* changed its transcripts, particularly those related to fungal translation, which may be involved in *P. ginseng* root metabolism, a metabolome approach was then conducted using LC–MS. The objectives were to identify active compounds and to examine changes in the metabolites in *P. ginseng* following fermentation with *A. cristatus* (RJ) compared with untreated samples (RCK). The identified metabolites were assigned to the KEGG databases. Several top-ranking KEGG pathways were found to be significantly enriched (Supplementary Figure S1, KEGG pathway 3). The top 1 KEGG pathway was associated with metabolic pathways, while glycerophospholipid metabolism and the biosynthesis of secondary metabolites were the second- and third-most enriched KEGG pathways. Principal component analysis (PCA) and PLS-DA were performed to get a deep overview of the metabolic changes (Supplementary Figure S2). In the PCA score plot of ginseng based on all changed compounds, PC1 and PC2 accounted for 84.19 and 14.69%, respectively. In the score plot of PCA, the RCK samples were well clustered and were clearly distinguished from the RJ samples, indicating that the compounds in RJ remarkably changed. In the PLS-DA models, RCK and RJ were prominently separated.

The quantification finally identified 9,301 features in *P. ginseng*, with 5,122 of them being increased upon *A. cristatus* treatment compared with CK, while 4,179 of them were decreased (Figure 6A). 942 high-quality MS2 metabolites were used for differential analysis (Supplementary material S3; Supplementary Figure S3). The statistical analysis identified 446 significant differentially accumulated metabolites (DAMs) (Supplementary Figure S3). In the comparison between *A. cristatus* -infected *P. ginseng* and CK, 260 metabolites were up-regulated, and 186 were down-regulated (Figure 6B; Supplementary material S3; Supplementary Figure S3).

**Figure 6:**
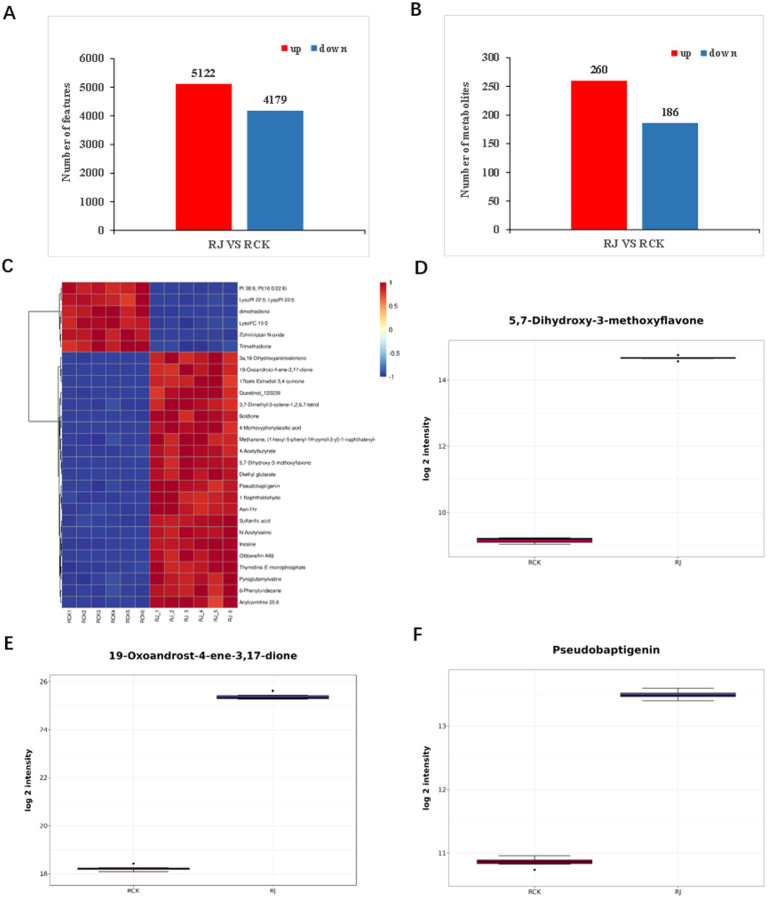
Differentially accumulated metabolites (DAMs) in *Panax ginseng* during interaction with *Aspergillus cristatus*. **(A)** The number of differentially changed features in *A. cristatus* treated *P. ginseng* (RJ) and the untreated control (RCK). **(B)** Numbers of significantly differentially changed metabolites in *A. cristatus* treated *P. ginseng* (RJ) and the untreated control (RCK). **(C)** Heatmap analysis of the top 28 differentially accumulated metabolites. **(D–F)** Differentially accumulated compounds in RCK and *A. cristatus*-treated *P. ginseng* (RJ).

All DAMs were assigned to various metabolic categories. Supplementary Figure S4 shows the significantly enriched metabolic pathways observed by KEGG analysis. These include glycerophospholipid metabolism, glycerolipid metabolism, D-amino acid metabolism, biosynthesis of phenylpropanoids, fat digestion and absorption, vitamin digestion and absorption, biosynthesis of amino acids, steroid hormone biosynthesis, ABC transporters, glycosylphosphatidylinositol (GPI)–anchor biosynthesis, etc. These results suggest that inoculating *P. ginseng* with *A. cristatus* altered metabolites in the indicated pathways. For example, 398 metabolites related to lipid and lipid-like molecules were enriched upon *A. cristatus* incubation, and two-thirds of them were decreased (Supplementary Figure S5). 167 metabolites are associated with benzenoids, phenylpropanoids, and polyketides, while half of them are increased upon *A. cristatus* treatment (Supplementary Figure S6).

### 3.6 . Metabolites associated with food and pharmacological quality were enriched in ginseng roots upon fungal treatment

We next analyzed the top 28 differentially accumulated metabolites (DAMs) in *P. ginseng* with or without *A. cristatus* treatment. Heatmap analysis clearly indicated the DAMs between RJ and RCK (Figure 6C). Among these, several metabolites related to pharmacological functions were increased during *P. ginseng* and *A. cristatus* interaction (Figure 6C). These include 5,7-dihydroxy-3-methoxyflavone, 19-oxoandrost-4-ene-3,17-dione, pseudobaptigenin, zolmitriptan N-oxide, inosine, questinol, boldione, 17beta-estradiol-3,4-quinone, etc. (Figures 6C–F; Supplementary Figure S7). The induction of these compounds suggests that *A. cristatus* enhances the pharmacological effects of *P. ginseng*. The 5,7-dihydroxy-4′-methoxyflavone, also named acacetin, acts as a natural flavone found in various plants. Multiple studies have indicated that acacetin can be applied as a therapeutic and nutraceutical agent, possessing numerous pharmacological properties, including anti-cancer, anti-oxidant, anti-inflammatory, anti-diabetic, anti-infectious, and anti-obesity activities as well as cardiovascular protective, and neuroprotective (Semwal et al., 2019). 19-Oxoandrost-4-ene-3,17-dione is involved in the steroid hormone biosynthesis pathway and acts as a metabolite to distinguish Alzheimer’s disease participants from normal controls (Xi et al., 2021). Pseudobaptigenin has recently gained attention as a novel therapeutic agent for breast cancer, which is one of the most prevalent cancers and a major cause of death for women in the world. Hormone receptor therapies constitute a major strategy for breast cancer treatment. Pseudobaptigenin was identified as a potent antagonist of multiple hormone receptors, with the potential to inhibit breast cancer cell receptors (Ray et al., 2024). The induction of these metabolites further suggested that the golden flower fungus *A. cristatus* fermentation improved the bioactive compounds of *P. ginseng*.

### 3.7 Integrated transcriptomic and metabolomic analysis of golden flower fungus *A. cristatus* fermentation on *P. ginseng*

To investigate the probable association between genes and metabolites involved in a similar biological process, as well as the transduction pathway of ginseng metabolites during fungal fermentation, a comprehensive analysis of transcriptome and metabolome was performed using Pearson’s Correlation Coefficient as previously described (Chen et al., 2022). When comparing the transcriptomic changes of *A. cristatus* before and after fermentation with *P. ginseng*, as well as the metabolite changes in *P. ginseng* before and after fermentation by *A. cristatus*, our results indicated 4,850 SSTF genes participated in 120 pathways, while 446 differentially accumulated metabolites were involved in 184 pathways (Supplementary material S4).

The results of the comprehensive analysis between transcriptome and metabolome are shown in Supplementary Figure S8A and Supplementary material S5. A total of 53 common KEGG pathways were identified in both transcriptomic and metabolomic analyses. 

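Many genes of cyanoamino acid metabolism, genes for beta-glucosidases among them, were down-regulated in EcRS. In that pathway 22 of 32 genes were down-regulated in EcRS (22 when adjusted over the list alone), 3 up-regulated and 7 did not pass. *SI65_07054*, encoding beta-glucosidase F, fell to 3.66 ± 1.10 FPKM in EcRS against 66.8 ± 5.66 in EcCK (log2 fold change -4.19 ± 0.31, adjusted p = 1.65e-05). *SI65_03316*, encoding beta-glucosidase E, fell to 1.98 ± 0.441 against 21.6 ± 6.68 FPKM (-3.44 ± 0.33, adjusted p = 4.13e-05). Over all 19 beta-glucosidase genes, whose products release glucose from plant glycosides, 14 fell (14 over the list alone) and 2 rose. Of 12 other glycosidase genes 8 fell (8) and 0 rose. *SI65_10149*, encoding alpha-galactosidase C, was at 0.226 ± 0.0672 against 10.2 ± 6.45 FPKM (-5.46 ± 0.58, adjusted p = 6.85e-05). Starch and sucrose metabolism moved both ways, with 39 genes down (39 over the list alone) and 9 up of 71. The genes for glucoamylase (*SI65_00180*) and acid alpha-amylase (*SI65_00177*), which break down starch, rose to 75.9 ± 5.71 against 1.25 ± 0.761 FPKM (5.92 ± 0.50, adjusted p = 2.36e-05) and 67.2 ± 11.5 against 3.30 ± 2.27 FPKM (4.35 ± 0.57, adjusted p = 1.98e-04). *SI65_00186*, of the same pathway, fell from 391, 518 and 331 FPKM in the EcCK libraries to 20.3, 22.0 and 24.2 in EcRS (-4.22 ± 0.32, adjusted p = 1.67e-05). Cyanoamino acid metabolism was over-represented among the down-regulated genes (Fisher's exact test, adjusted p = 0.0146, and adjusted p = 0.745 with an estimated correlation). The pathway did not pass with all tested genes as background, in a logistic model with coding length and expression level (odds ratio 2.31), under quantile normalization (2.67) or with all 9 libraries in one fit (2.26). Beta-glucosidases (adjusted p = 0.0702), other glycosidases (0.371) and starch and sucrose metabolism (0.0895) did not pass, although the last did without EcCK replicate 3 (odds ratio 1.87), and it (30 down, 18 up) and the beta-glucosidases (13 down, 3 up) did with TMM. With per-million scaling these 2 gave adjusted p = 0.898 and 0.745 with an estimated correlation, and neither passed in the logistic model (odds ratios 1.48 and 2.24). The paper found its pathways on the same libraries, so they are not independent evidence of direction.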

Among the differentially expressed genes (DEGs), ABC transporters, cyanoamino acid metabolism, and starch and sucrose metabolism were significantly enriched in common KEGG pathways. Among the differentially accumulated metabolites (DAMs), 15 pathways were significantly enriched. These include ABC transporters, arginine biosynthesis, arginine and proline metabolism, aminoacyl-tRNA biosynthesis, autophagy, biosynthesis of unsaturated fatty acids, fatty acid biosynthesis, glycerophospholipid metabolism, glycosylphosphatidylinositol (GPI)-anchor biosynthesis, glycerolipid metabolism, alpha-linolenic acid metabolism, phenylalanine metabolism, purine metabolism, tyrosine metabolism, and tryptophan metabolism.

Notably, the ABC transporters were significantly enriched both in transcriptome and metabolomic analysis (Supplementary Figure S8A; Supplementary material S5). In the ABC transporter pathway, the accumulation of sucrose, inosine, and glutamine increased in *P. ginseng* upon *A. cristatus* fermentation, while the accumulation of choline, arginine, adenosine, uridine, and trehalose decreased. For the transcripts, changes in the ABC transporter pathway during *A. cristatus* fermenting *P. ginseng*, most of the genes were decreased (Supplementary Figure S8A; Supplementary material S5). It indicated that many ABC transporter-related genes in *A. cristatus* were suppressed by *P. ginseng*, which might contribute to the differential accumulation of metabolites such as sucrose, inosine, glutamine, choline, arginine, adenosine, uridine, and trehalose. However, we only observed that the ABC transporter was significantly enriched in both transcriptome and metabolomic analysis.

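ABC transporters, which pump solutes across membranes at the cost of ATP, were mostly lower in EcRS. Of 39 genes in the pathway 24 were down-regulated (24 when adjusted over the list alone), 2 up-regulated and 13 did not pass, which is 61.5% down-regulated against 42.9% of the other genes with a KEGG pathway. *SI65_00702* was the most abundant of those named here and fell to 102 ± 29.5 FPKM in EcRS against 749.6 ± 199.6 in EcCK (log2 fold change -2.88 ± 0.38, adjusted p = 2.00e-04). *SI65_09096* went to 3.27 ± 0.188 against 29.4 ± 5.45 FPKM (-3.17 ± 0.26, adjusted p = 2.19e-05) and *SI65_00460*, whose level varied between the EcCK libraries, to 0.967 ± 0.870 against 20.5 ± 20.0 FPKM (-4.40 ± 0.88, adjusted p = 0.00203). By Fisher's exact test the excess over other pathway genes was at adjusted p = 0.0595. It passed without EcCK replicate 1 (odds ratio 2.14) or without EcRS replicate 2 (2.23), with pairing of the libraries by replicate number (2.20), and with TMM, where 19 genes were down-regulated. It did not pass with all tested genes as background, in the logistic model with coding length and expression level (odds ratio 1.16, 95% interval 0.581 to 2.32) or with an estimated correlation (adjusted p = 0.780). The pathway was chosen by the paper on these libraries and is not independent evidence of direction.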

## 4 Discussion

Chinese ginseng, scientifically named as *P. ginseng*, with a long medicinal history in China and used as one of the most valued traditional medicines, has gained increasing applications in the food industry. The enhancement of *P. ginseng*’s bioactive compounds attracted our interest. Traditional commercial sterilization is a typical thermal food process in the industry. When foods were sterilized by high-pressure steam, the primary effects were changes in nutritional values and the formation of new compounds in processed materials. For example, to improve the ginseng function, commercial sterilization at 121 °C for 30 min was performed, and subsequently employed widely targeted metabolomics to analyze the remarkable changes of terpenoid compounds (Zhang et al., 2022). Their findings demonstrated that 11 ginsenosides, including Rh4, F4, Rg3, Rg5, and Rg6, increased after commercial sterilization, while 8 ginsenosides, including Re, Rd, Rg1, Rf1, Rb2, and Rb3, decreased (Zhang et al., 2022). These results indicate that higher temperature and higher pressure may exert differential effects on *P. ginseng* ginsenosides concentration. Another study reported that the ginsenosides Re, Rd, Rb1, Rg1, and Rg3 were detectable in ginseng roots heated to 80 °C, whereas their concentrations were reduced or became undetectable at higher temperatures (Kim et al., 2020).

In this study, a non-traditional sterilization condition (115 °C, 15 min) was used for *P. ginseng* roots processing. Compared with the commercial sterilization (121 °C, 30 min), this modified protocol significantly reduced both temperature and processing time. We observed the ginsenosides Re, Rb1, Rd, Rg2, and Rg3 in the *P. ginseng* after non-traditional sterilization treatment. Among these, ginsenoside Rg3 was absent from raw ginseng, as reported previously (Kim et al., 2000). Even more, the *P. ginseng* roots remained uncontaminated during the subsequent fermentation stage under these sterilization conditions. It indicates that the sterilization condition of 115 °C for 15 min not only generates new reference compounds but also effectively prevents environmental contamination.

Building on these findings, we used the “golden flower” fungus *A. cristatus* to ferment *P. ginseng* roots by solid fermentation following non-traditional sterilization. We observed “golden flowers” formed on the ginseng root surface and successfully produced GFCG. Similar to our results, when *A. cristatus* fermented loose-leaf dark tea, the color in both tea leaves and infusions showed distinct changes. When the color of the tea changed from dark green to brown during fermentation, the dark tea leaves’ surface became covered with golden spots at later fermentation stages (Chen et al., 2023). In a second case, in Fuzhuan brick tea (FBT) processed through unique microbial fermentation, the “golden flowers” extensively proliferated within the tea bricks, contributing to distinctive flavor and color characteristics (Zhu et al., 2017). In GFCG, *A. cristatus* appeared to transform ginsenosides Rb1 to Rd, then to Rg3, and finally to Rh2, or directly transform Rd to Rg3 and then to Rh2, or convert Re to Rg2. This fungal transformation enhanced the production of rare ginsenosides, presumably through the action of fungal de-glycosylation enzymes. Previous studies have demonstrated that Rb1, Rb2, and Rb3 could be converted to Rg3 by losing the glucose residue, while Rd could be hydrolyzed to form Rg3 and subsequently undergoes dehydration to generate Rg5 and Rk1 under commercial sterilization (Zhang et al., 2022). Another study reported that steaming red ginseng, malonyl-ginsenoside Rb1, Rb2, ginsenoside Rb1 and Rb2 decreased, while Rg3, Rd, and Rg5 increased during steaming-mediated ginsenosides transformation (Xie et al., 2012). Consistent with our results, numerous studies indicated that the extracted residues or ginsenoside mixtures could serve as substrates for incubating different fungi to produce the rare ginsenosides. For example, the fungus *Penicillium oxalicum* sp. 68 was found to transform protopanaxadiol-type ginsenosides into a series of bioactive compounds. The fungal glycosidases from this strain were utilized to transform Rb1, Rb2, Rc, and Rd to generate the compound K (Gao et al., 2013). Additionally, the fungus *Paecilomyces bainier* sp. 229 efficiently converted ginsenoside Rb1 to compound K via several ginsenoside-hydrolyzing *β*-glucosidases (Yan et al., 2010). Moreover, when red ginseng was fermented by *Monascus pilosus* KMU103, most of the ginsenosides were converted to Rh1, Rh2, and Rg3, which are de-glycosylated ginsenosides with enhanced bioavailability and pharmacological effects (Hong et al., 2011). Here, the rare ginsenosides Rg2, Rg3, and Rh2 induced by *A. cristatus* in GFCG were reported to exhibit high bioavailability and pharmacological effects, confirming the functional improvement of GFCG.

The transformation of ginseng compounds is related to fungal transcriptional and translational reprogramming. To our surprise, more than two-thirds of significantly differentially expressed genes were down-regulated in *A. cristatus* after fermentation of *P. ginseng* roots. Since *P. ginseng* is one of the important medicinal plants with plenty of bioactive compounds, the down-regulation of fungal genes might be attributed to the presence of specific chemical compounds that have a special function towards this microbe. From the plant perspective, our previous study revealed that more than 60% of *P. ginseng* genes were repressed during the interaction with gray mold fungus *B. cinerea*; however, the down-regulation of plant genes might facilitate fungal infection and disease development (Chen et al., 2022). We also observed similar results from the *B. cinerea* and *Arabidopsis thaliana* interaction, as the fungal infection down-regulated *AtWRKY33* gene expression and protein accumulation, which was the key player in plant immunity (Liu et al., 2015; Liu et al., 2017).

Microbial adaptation to environmental changes may involve transcriptomic reprogramming as indicated above. Based on GO and KEGG analysis, it is suggested that the golden flower fungus *A. cristatus* colonized the surface of *P. ginseng* roots by weakening fungal transcriptional machinery while concurrently strengthening its translational machinery, which may facilitate ginseng compounds metabolism and finally benefit microbe growth. Here, we provided a case between microbe–medicinal and edible plant interaction, which revealed the microorganisms adapt to medicinal hosts or foods by manipulating their molecular events from transcription to translation. Whether this is the general adaptive strategy employed by microbes across diverse environments remains to be investigated. In another case, it was reported that the tea field microbe *Colletotrichum camelliae* could infect the tea cultivar Longjing 43, and that fungal transcriptional reprogramming occurred at 24 h post-infection (Liu et al., 2023). A total of 5,751 SSTF genes were identified in *C. camelliae*, with approximately half of them decreasing and the other half increasing. GO analysis of these SSTF genes revealed enrichment for terms associated with transcriptional regulation, transcription factor activity, RNA polymerase II, and transmembrane transport, etc. (Liu et al., 2023). Furthermore, KEGG pathway analysis revealed several pathways associated with pathogenicity and metabolism as enriched (Liu et al., 2023). It remains unclear whether the molecular events in microbial pathogenesis during plant and microbe interaction are different from those in microbe fermentation.

Generally, the comprehensive analysis of transcriptome and metabolome can provide powerful tools to investigate potential associations between genes and metabolites involved in common biological processes and may help reveal the signaling pathway of ginseng metabolites during fungal fermentation. Previous studies have identified regulation networks based on the integrated transcriptomic and metabolomic analysis (Liu et al., 2023; Chen et al., 2022). In this study, we tried to compare the transcriptomic changes in *A. cristatus* before and after fermentation with *P. ginseng*, as well as the metabolomic changes in *P. ginseng* before and after fermentation by *A. cristatus*. However, we only observed that the ABC transporters were both significantly enriched in transcriptomic and metabolomic analysis. It is reasonable, given that transcriptomic data were generated from the golden flower fungus, while the metabolome data were obtained from ginseng roots, that the correlation between genes and metabolites was not completely from the same species. Anyway, the transcript changes would help to understand the chemical transduction mechanisms mediated by *A. cristatus*. Further study will focus on elucidating specific gene–compound relationships through combined genetic and biochemical analyses, aiming to identify which genes in *A. cristatus* are involved in the biosynthesis or biotransformation of ginseng-derived metabolites.

## 5 Conclusion

In summary, this study revealed that the golden flower fungus *A. cristatus* fermentation could strengthen the quality of *P. ginseng*. *A. cristatus* could successfully grow on the roots of *P. ginseng* and formed typical “ginseng golden flowers”. *A. cristatus* fermentation had increased ginsenosides Rg2, Rg3, and Rh2 transformation and accumulation. Untargeted metabolomic analysis of *A. cristatus* fermented *P. ginseng* revealed 446 significant differentially accumulated metabolites, with several metabolites related to pharmacological effects increasing, suggesting that this fungal fermentation improves the therapeutic effectiveness of *P. ginseng*. This study also reported the molecular characteristics of *A. cristatus* during interaction with *P. ginseng*. Around 4,850 statistically significantly differentially expressed genes in *A. cristatus* were identified, with more than 70% of them exhibiting down-regulation. While translation-related events were activated, the transcription-related events were repressed, suggesting that the fungal transcripts shifted from transcription level to translation level. The study demonstrated that *A. cristatus* fermentation confers beneficial effects on the quality of *P. ginseng*, providing valuable insights into the rational utilization of microbial fermentation technology for the enhancement of medicinal and edible plants.

## Data Availability

The data presented in the study are deposited in the NCBI repository, accession number GSE302790 (EcRS, EcCK). This data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE302790.

# Supplementary material for: Revealing the effects of Aspergillus cristatus, golden flower fungus, fermenting on the roots of the medicinal and edible plant Panax ginseng
**Source:** Front Microbiol. 2026 Apr 20;17:1803757. doi: 10.3389/fmicb.2026.1803757
**Supplement:** Supplementary file 6

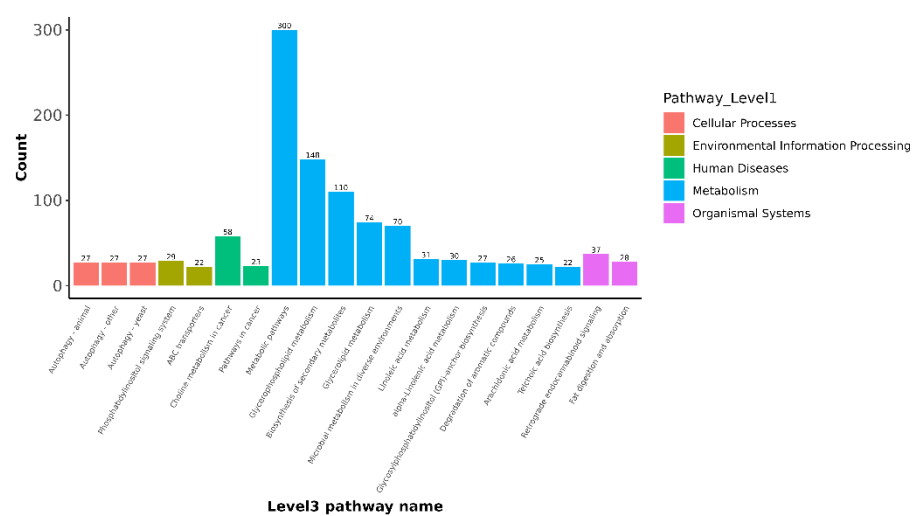

Figure S1. KEGG pathway classification. The x-axis represents level-1 terms of the KEGG pathway and the y-axis represents the number of metabolites identified.

A

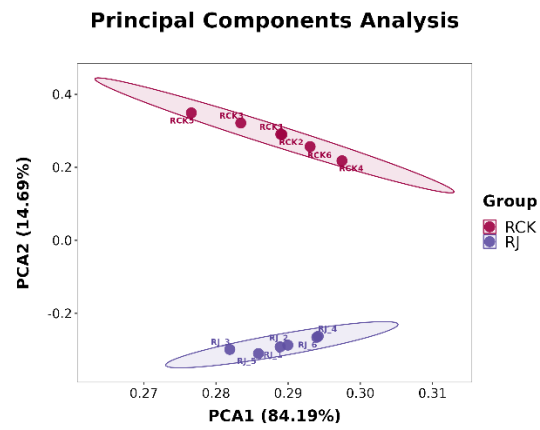

B

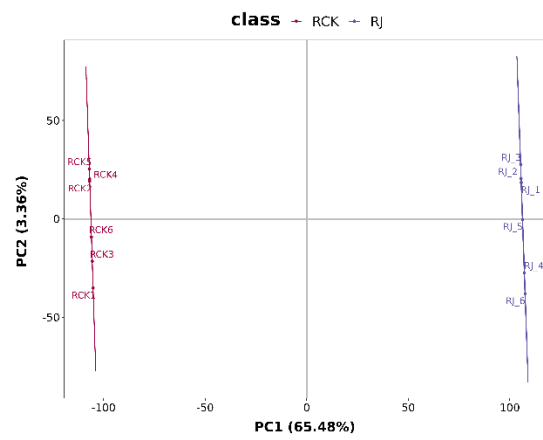

Figure S2. The principal component (A) and PLS-DA (B) analysis of the data from RCK and RJ.

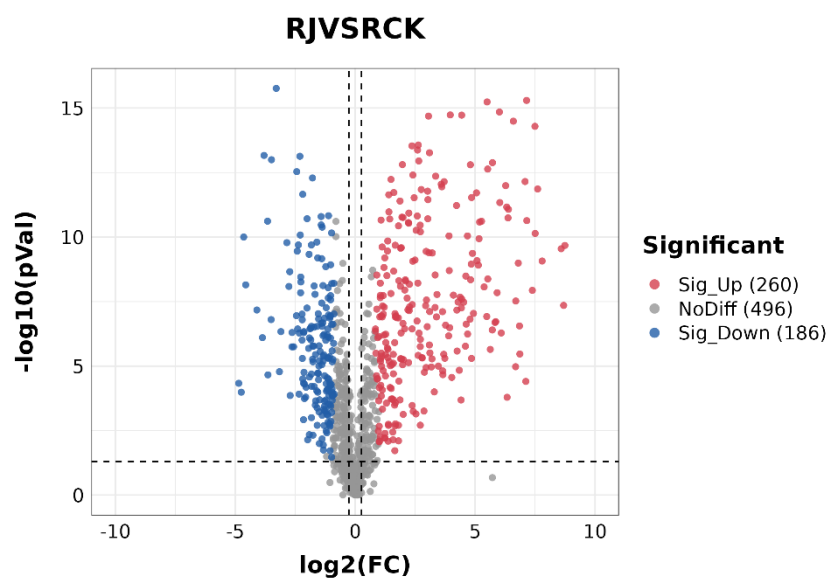

Figure S3. Identification of the differentially accumulated metabolites (DAMs) between RCK and RJ. Significance analysis of the DAMs between the treatments by Volcanoplot.

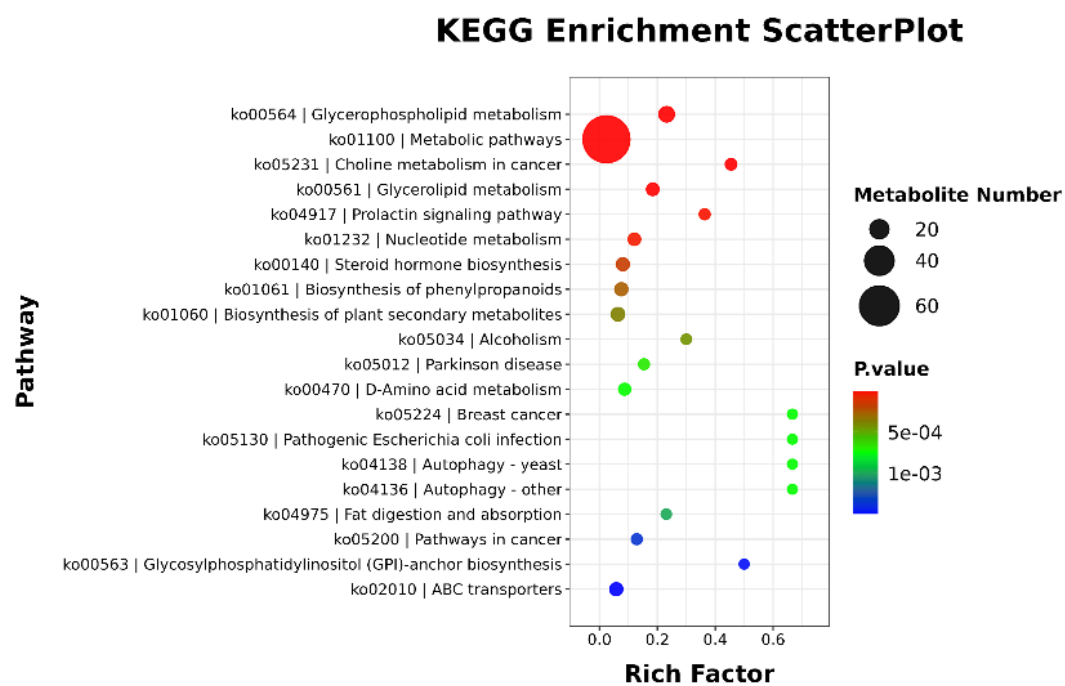

Figure S4. KEGG analysis of the significantly enriched metabolic pathways.

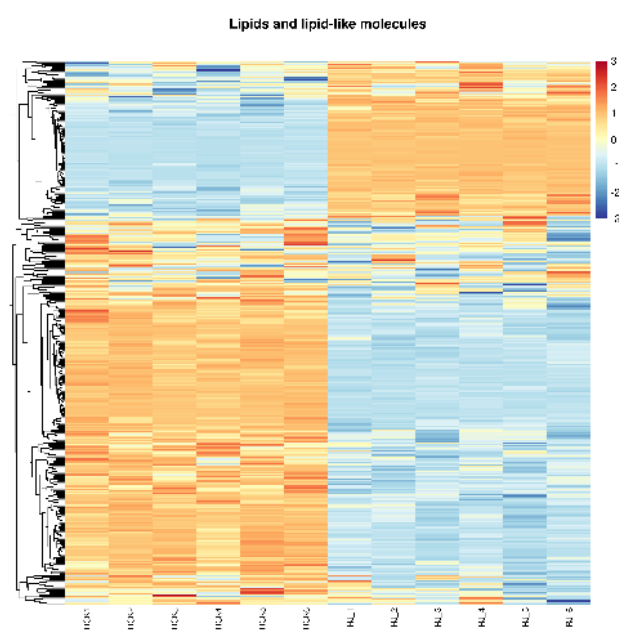

Figure S5. Heatmap analysis of the significantly enriched metabolic pathways in lipids pathway.

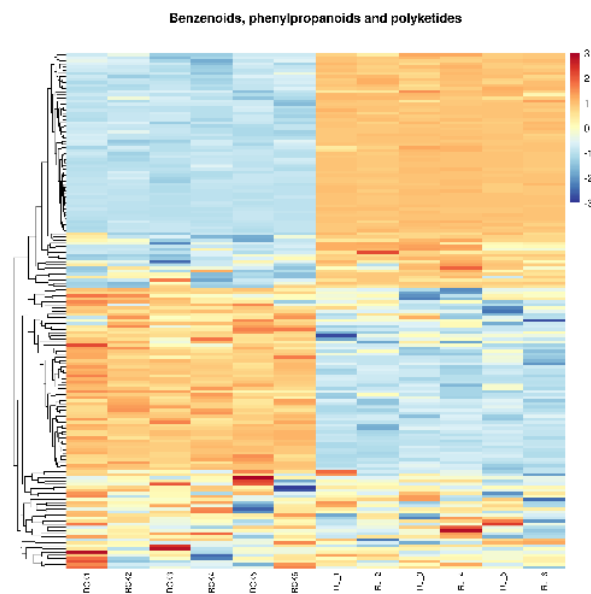

Figure S6. Heatmap analysis of the significantly enriched metabolic pathways in benzenoids, phenylpropanoids and polyketides pathway.

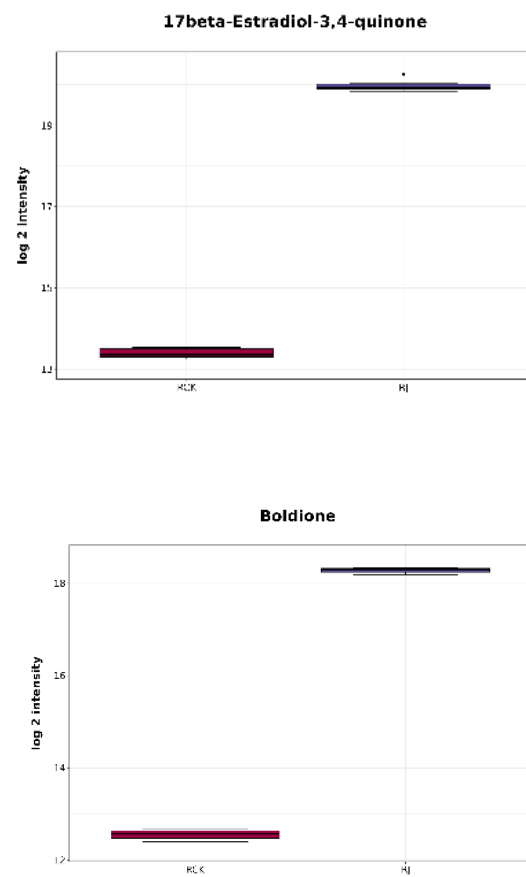

Figure S7. Differentially accumulated compounds in RCK and *A. cristatus* - treated *P. ginseng* (RJ).

metabolome. A, bubble plot of common KEGG pathways between transcripts and metabolites observed in *A. cristatus* and *P. ginseng*. In **B**, pathway map of differentially expressed genes (framed) and differentially accumulated metabolites (circled) in ABC transporter pathway.

# Supplementary material for: Revealing the effects of Aspergillus cristatus, golden flower fungus, fermenting on the roots of the medicinal and edible plant Panax ginseng
**Source:** Front Microbiol. 2026 Apr 20;17:1803757. doi: 10.3389/fmicb.2026.1803757
**Supplement:** Supplementary file 7

| Sample | Raw Data |  | Valid Data |  | Valid Ratio(reads) | Q20% | Q30% | GC content% |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Read | Base | Read | Base |  |  |  |  |
| EcCK1 | 42221986 | 6.33G | 41111176 | 6.17G | 97.37 | 99.76 | 97.43 | 52.5 |
| EcCK2 | 44023894 | 6.60G | 42892808 | 6.43G | 97.43 | 99.79 | 97.58 | 53 |
| EcCK3 | 43009738 | 6.45G | 42177932 | 6.33G | 98.07 | 99.77 | 97.47 | 53 |
| EcRS1 | 52066688 | 7.81G | 44260666 | 6.64G | 85.01 | 99.68 | 97.73 | 53 |
| EcRS2 | 53902352 | 8.09G | 40494830 | 6.07G | 75.13 | 99.66 | 97.46 | 53 |
| EcRS3 | 50895630 | 7.63G | 40933228 | 6.14G | 80.43 | 99.69 | 97.66 | 53 |

Table S1. Total validated high-quality reads were obtained from all libraries.

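Each library detected most of the 10227 listed genes. Of these, 10054, 10037 and 9969 had a count above 0 in EcCK replicates 1 to 3 and 9853, 9690 and 9809 in EcRS, but genes with at least 1 FPKM numbered 8942, 8950 and 8976 in EcCK against 7775, 7723 and 7805 in EcRS. The most abundant 1% of genes took 38.1, 33.0 and 25.5% of the estimated counts in EcCK and 34.7, 34.1 and 33.8% in EcRS. The share of raw reads that passed the authors' filter, from the paper's own Table S1, was 97.4, 97.4 and 98.1% in EcCK and 85.0, 75.1 and 80.4% in EcRS. Within a group the log2(FPKM + 1) values of 9033 genes correlated at 0.877 to 0.974 in EcCK and at 0.987 to 0.990 in EcRS (Pearson).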

How the deposited data were processed for this re-analysis (not part of the article)

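RNA of *A. cristatus* was sequenced in 9 libraries, 3 in each of 3 groups: the fungus collected from *P. ginseng* roots (EcRS), the fungus without root contact (EcCK), and the fungus on roots of *P. notoginseng* (EcSQ), a group on which the paper does not report. Groups were taken from the library names, on which the paper and the sample labels meet. The reads themselves were not analysed here. The authors aligned reads and assembled transcripts, and the submitters' processing notes name HISAT2 2.0, StringTie 1.3.0 and Bowtie 0.12.2 without giving each a role. The authors derived from these an estimated count and an FPKM for 10227 genes in every library, and both were used as deposited. The coding lengths listed are all multiples of 3. Within a library the ratio of count to FPKM times length was constant, so the counts derive from coverage, with several units for each read pair, and intervals from such counts are approximate. The FPKM divide by the total of mapped units, which includes units outside the listed genes. Checked against the authors' supplementary tables, which hold 985 down- and 954 up-regulated genes and are incomplete, the FPKM matched within 0.1% in 100% of 1939 entries.

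The estimated counts in listed genes came to 56398194, 61627866 and 61066363 in EcCK replicates 1 to 3, 52617713, 45891944 and 49976714 in EcRS, and between 53961809 and 55542113 in EcSQ. The plan had foreseen FPKM alone, with limma on log2(FPKM + 1) as the main test. The use of the counts, and of edgeR, was decided once the table was seen. Counts were rounded and tested with edgeR 4.0.16 (quasi-likelihood fit, R 4.3.3), with the per-million factor of each library, recovered from genes with at least 200 counts, as library size. Genes with a mean of at least 1 FPKM over the 6 libraries compared were kept. A gene was called at an adjusted p of at most 0.05 (Benjamini-Hochberg over all genes tested) and a log2 fold change of at least 1 in size. Comparisons were EcRS against EcCK, EcSQ against EcCK and EcRS against EcSQ. EcRS and EcCK libraries of the same number correlated in their deviations from the group mean (0.12, 0.20 and 0.29). Pairs of different number gave -0.28 to 0.20, so a pairing by number was not clear. A replicate block, planned beforehand, moved no count of that comparison by more than 1.5 times.

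Over-representation was tested for 54 gene lists with a one-sided Fisher's exact test in each direction, adjusted over 108 tests. Of the lists 30 were taken from the paper's text and 24 were fixed from the table's annotation terms before the deposited values were examined. The values of the 985 down- and 954 up-regulated genes in the authors' supplementary tables had been seen by then, so the 24 were not fixed blind to all values. Pathway lists were tested within genes that have a KEGG pathway. Each list was also tested with camera of limma 3.58.1, at a preset correlation of 0.01 and with an estimated correlation, in a logistic model with coding length and expression level, and with all tested genes as background. Expression level was the mean FPKM over the libraries compared, which a change in a gene itself moves, so the model may take away part of a change. No list passed with an estimated correlation in any comparison, so that test does not tell the lists apart. Adjustment over a list alone used the p-values of its members only. The genes named in the text follow a rule fixed beforehand: the 13 genes the paper names, whose values in the paper had been seen, the 8 largest rises and 8 largest falls in each comparison, and 4 called members of each list.

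Alternatives were other pseudocounts (0.1 and 5), other filters on FPKM, median scaling, quantile normalization, totals without the top 1% of genes, all 9 libraries in one fit, a replicate block, unadjusted p-values, no fold threshold, the ratio of mean FPKM, and the omission of each library in turn. Limma on log2(FPKM + 1), the planned main test, was kept as an alternative. DESeq2 1.42.0, TMM, totals of the listed genes, counts divided by 4 and TMM with the block were added later. Tested on simulated data from the EcRS and EcCK libraries, the procedure found 6 of 78 genes changed 2-fold, 49 of 59 changed 4-fold and 57 of 63 changed 8-fold, and called 12 of 8725 unchanged genes. Far fewer genes were changed there than were called in the real comparison, so these shares do not give its power. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. Metabolome and HPLC measurements were not analysed here.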

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

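The TMM scaling of the share of down-regulated genes, the TMM odds ratio of the ribosomal genes, the tests of a swap and of a single wrong label, and the transfer of abundant genes' values between libraries were chosen after the results were seen.

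Most genes called between EcRS and EcCK were lower in EcRS, 78.8% of them. TMM, which assumes that most genes do not change, brought the share to 54.3%. It centres the fold changes (median log2 fold change -0.11, against -0.96 with per-million scaling), so a nearly balanced share is largely built in. The per-million scaling of the deposited values stays possible as a source of the excess of down-regulated genes, but this test cannot show it. Totals without the top 1% of genes gave 67.7%, but these totals also leave out the units outside the listed genes. Totals of all listed genes, an alternative added later, already gave 73.1%. Only the further fall can bear on a few abundant genes, for which a part stays open. A wide repression of transcription in the fungus on the root may also lower most genes, and it was not tested, since the table holds no measure of RNA per cell. Of the 10 splits of the 6 libraries, which are too few for a share under 0.05, the number with as many genes as the real 1145 up-regulated and the real 4251 down-regulated ones was 1 each, and the highest other count was 0, also among splits that part all pairs of equal number.

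Ribosomal protein genes were over-represented among the up-regulated genes and RNA polymerase II transcription factor genes among the down-regulated ones. With TMM the ribosomal odds ratio was 7.70 (95% interval 5.25 to 11.5), so this over-representation was found under both scalings. Changing the scaling moves all genes of a library alike. The odds ratio of a list that stands apart from the other genes could therefore hardly fall. The test does not decide whether the scaling had a part. Coding length and expression level together stay open for both. With the 2 in a logistic model the ribosomal odds ratio was 1.92 (1.31 to 2.82) and that of the transcription factors 1.89 (1.35 to 2.66). With length alone they were 3.36 (2.34 to 4.81) and 2.32 (1.66 to 3.25), so length as modelled did not take either away. The level is a mean over the same EcRS and EcCK libraries, which a rise or fall itself moves. The further drop therefore cannot be read as an effect of level. The median log2 fold change was -0.09 in the shortest of 5 length classes and -1.50 in the longest, as a loss of long transcripts may also give. A response of the fungus to the root, which the design names, remains untested against these. It also cannot be told apart from the change of medium from agar plates to autoclaved roots, or from growth stage and age.

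EcSQ replicate 3, a library the paper does not report, lay nearer to the EcRS libraries (mean correlation 0.921) than to the other EcSQ libraries (0.815). A swap with an EcRS library is argued against, since the lowest mean correlation of an EcRS library with its group was 0.988. The difference was 0.118 without the top 1% of genes, against 0.106 with all genes. So small a share of genes weighs little in such a correlation, so this test could hardly move and decides nothing. Giving these genes' values in EcSQ replicate 3 to another EcSQ library moved that library's own difference by at most 0.00609. In those libraries the abundant genes' values thus made a difference far smaller than 0.106. EcSQ replicate 3 correlated with the EcRS libraries at 0.914 to 0.926, while these correlated at 0.987 to 0.990 among themselves. Of its mapped units 14.9% lay outside the listed genes, against 12.1 and 12.9% in the other EcSQ libraries and 23.1 to 26.9% in EcRS. These values argue against EcRS material under a wrong label, though they rest on 1 library. A wrong label of another kind may explain the difference of 0.106 and cannot be excluded. Nor can a culture that had advanced further on its root.

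In libraries the paper does not analyse, 158 genes were up-regulated and 171 down-regulated in EcSQ against EcCK, counts which were 0 and 0 without EcCK replicate 1, 1 and 3 without EcCK replicate 2, 41 and 111 without EcCK replicate 3, 0 and 0 without EcSQ replicate 2, and 907 and 614 without EcSQ replicate 3. The 10 splits are too few for a share under 0.05: 1 split reached each count, the real one, and the highest other was 0. Between EcRS and EcSQ edgeR called 3 genes higher and 0 lower in EcRS, while an unadjusted p under 0.05 was reached by 283 and 2387 genes and DESeq2 called 458 and 1067. Without any 1 EcRS library, or without EcSQ replicate 2, these counts were 0 and 0, without EcSQ replicate 1 0 and 1, and without EcSQ replicate 3 374 and 4406. Again 10 splits are too few: 1 reached the 3 higher genes and 10 of 10 the 0 lower genes, with a highest other of 0.

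Outside the groups the paper discusses, plant cell wall degradation was over-represented among genes up-regulated in EcRS (odds ratio 4.95, and adjusted p = 0.579 with an estimated correlation). The spliceosome (1.72; 1.48, no longer passing, without EcCK replicate 1) and transmembrane transport (1.59) were over-represented among the down-regulated genes (each adjusted p = 0.898 with an estimated correlation). The former did not pass with all tested genes as background, and the latter did not in the logistic model with length and level (1.24). Ergosterol and steroid biosynthesis was over-represented among the up-regulated genes (2.53, and adjusted p = 0.745 with an estimated correlation), but did not pass without EcCK replicate 1 (1.95), EcCK replicate 3 (1.88) or EcRS replicate 1, 2 or 3 (2.35, 2.20 and 2.14). In EcSQ against EcCK the up-regulated genes were rich in plant cell wall degradation (26.0) and fungal cell wall remodelling (14.3), and the down-regulated ones in heat shock and protein folding (7.11; 2.65, no longer passing, in the logistic model), each with adjusted p = 0.987 with an estimated correlation and from the counts above that reached 0 without EcCK replicate 1 or EcSQ replicate 2.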

How the results depend on the processing

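The other pseudocounts and filters, median scaling, quantile normalization, totals without the top 1% of genes, all 9 libraries in one fit, the replicate block, the unadjusted p, the absence of a fold threshold, the ratio of means and leave-one-out were set before the deposited data were examined. Limma on log2(FPKM + 1) was then the planned main test, and it called 1133 genes higher and 3911 lower in EcRS than in EcCK. The edgeR fit on counts that took its place was chosen after. So were DESeq2, TMM, totals of the listed genes, counts divided by 4, TMM with the block and the model with length only. Of 5555 values of named genes under an alternative, 5366 kept their call, 125 became weaker, 64 stronger and 0 reversed. A gene not called in either setting counted as kept, whatever its sign. Many named genes were picked for large changes in these same libraries, which leaves little room for a reversal. Of 849 odds ratios of lists, 738 kept their side of the threshold by the same rule, 68 became weaker, 41 stronger and 2 reversed. Both reversals were under quantile normalization: DNA-templated transcription 0.816 and base excision repair 0.924. With 3 libraries per group 2-fold changes were mostly missed in simulated data, as given with the processing. Few genes were changed there, while 60.5% were called between EcRS and EcCK, and the cut-off on p loosens as more genes change. The simulated shares are therefore not the power of the real comparison, and the part of depth in them was not tested. Except for fewer libraries, the cause was not tested where a value moved.

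The 1145 genes higher in EcRS than in EcCK became 2397 with median scaling, 2148 with quantile normalization, 2424 with DESeq2, 2352 with TMM and 2392 with TMM and the replicate block, and 971 to 1492 in leave-one-out. The 4251 lower genes became 2763, 1958, 2814, 2798 and 2768 under the same 5, 2754 with pseudocount 5, and 3871 to 4433 in leave-one-out. The percent lower, 78.8, was 53.5, 47.7, 53.7, 54.3 and 53.6 under the same 5, 77.3 and 75.0 with pseudocounts 0.1 and 5, 75.8 with at least 5 FPKM, 67.7 without the top 1% of genes, 77.2 with the replicate block, 76.8 without a fold threshold, 77.5 with limma, 73.1 with listed-gene totals, and 72.2 to 80.9 in leave-one-out.

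The 158 genes higher in EcSQ than in EcCK became 297 with pseudocount 5, 408 with median scaling, 773 with quantile normalization, 274 without the top 1% of genes, 705 with all 9 libraries, 9 with the replicate block, 998 unadjusted, 257 with the ratio of means, 257 with limma, 1274 with DESeq2, 431 with TMM, 84 with TMM and the block, and 0 to 907 in leave-one-out. The 171 lower genes became 384, 414 and 809 under the first 3, 592 with all 9 libraries, 25 with the block, 894 unadjusted, 339 with the ratio of means, 339 with limma, 1036 with DESeq2, 449 with TMM, and 0 to 614 in leave-one-out. The 3 genes higher in EcRS than in EcSQ became 8 with median scaling, 64 with quantile normalization, 17 without the top 1%, 118 with all 9 libraries, 0 with the block, 228 unadjusted, 458 with DESeq2, 14 with TMM, 6 with TMM and the block, and 0 to 374 in leave-one-out; the 0 lower genes from edgeR became 8 with quantile normalization, 1105 with all 9 libraries, 2263 unadjusted, 1067 with DESeq2, 1 with TMM and 0 to 4406 in leave-one-out. Libraries of the same number were not paired in these comparisons (correlations -0.05, -0.04 and -0.11 for EcSQ with EcCK, and 0.21, -0.17 and -0.11 for EcRS with EcSQ).

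The 13 lists over-represented among genes higher in EcRS became 8 with quantile normalization, 0 by camera with an estimated correlation, where 18 passed with the preset one, and 12 to 15 in leave-one-out. The 13 among lower genes became 6 with pseudocount 5, 4 with quantile normalization, 20 with listed-gene totals, 7 in the logistic model with length and level (5 of the 13 among them), 10 with all tested genes as background, 0 by camera with an estimated correlation, where 12 passed with the preset one, and 14 to 18 in leave-one-out.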

Differences from the paper's values

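The paper's pathway counts come from its Supplementary material S4 and are set beside the counts at a 2-fold change and an adjusted p of at most 0.05, where the paper's threshold is a p without a stated adjustment. DESeq2, TMM with and without the replicate block and totals of the listed genes were chosen after the values were seen, whereas limma had been the planned main test.

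In the ribosome pathway 14 genes were lower in EcRS, against the paper's 7. Of the alternatives set before the data were examined, the difference stayed within 1.5 times for pseudocount 5 (9), median scaling (6), quantile normalization (8), totals without the top 1% of genes and all 9 libraries in one fit, the last 2 of which reach the paper's value, and not for pseudocount 0.1, the other filters, the replicate block, the unadjusted p, no fold threshold, the ratio of means or any leave-one-out setting. In amino sugar and nucleotide sugar metabolism 32 genes were lower, against the paper's 21. Here the difference remained without a filter (35), with quantile normalization (13), the unadjusted p (33), no fold threshold (35) and without EcCK replicate 1 (34), and not under the other alternatives, which gave 17 to 31.

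In N-glycan biosynthesis 17 genes were lower, against the paper's 9. The alternatives within 1.5 times were pseudocount 5 (10), median scaling (8), quantile normalization, which reaches the paper's value, totals without the top 1% of genes (12) and all 9 libraries (11), and the rest were not. For RNA polymerase 10 genes were lower, against the paper's 6. At least 5 FPKM, median scaling and totals without the top 1% reach that value, all 9 libraries (7), omission of EcCK replicate 3 (7) and of EcRS replicate 2 (9) come within 1.5 times, and the rest do not, among them pseudocount 5 (3) and quantile normalization (2).

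The paper states that coregulators were enriched among down-regulated genes and ABC transporters and starch and sucrose metabolism among changed genes. It gives mismatch repair, glycerolipid and linoleic acid metabolism as pathways of down-regulated genes. None of these was over-represented among down-regulated genes here (Fisher's exact test, adjusted p = 0.0711, 0.0595, 0.0895, 0.0941, 0.224 and 0.306 in that order), although in each more genes fell than rose. These values are adjusted over 108 tests, whereas the paper's text gives no threshold for its enrichment, and the paper's own S4 has P 0.0376 and Q 0.583 for ABC transporters and P 0.0216 and Q 0.572 for starch and sucrose metabolism. Without adjustment the same exact test gave p = 0.0204, 0.0154, 0.0290, 0.0322, 0.0807 and 0.113, so that the first 4 passed. Of them, coregulators passed with median scaling, totals without the top 1%, all 9 libraries, no fold threshold and without EcRS replicate 2. Mismatch repair passed with totals without the top 1%, no fold threshold and each leave-one-out setting. ABC transporters passed without a filter, with median scaling, totals without the top 1%, the replicate block, and without EcCK replicate 1 or EcRS replicate 2. Glycerolipid metabolism passed with median scaling, and starch and sucrose metabolism with median scaling and without EcCK replicate 3. Linoleic acid metabolism passed under no alternative run, though 4 of its 5 genes fell. Among the alternatives chosen after seeing the values, TMM called coregulators, ABC transporters, glycerolipid and starch and sucrose metabolism, but dropped 3 of the lists the paper names (DNA helicases, homologous recombination and damaged DNA binding). DESeq2 called and dropped the same lists. TMM with the replicate block called coregulators and ABC transporters and dropped the same 3. Totals of the listed genes called coregulators, mismatch repair, ABC transporters and starch and sucrose metabolism and dropped 0. Limma on log2(FPKM + 1), the planned main test, called mismatch repair and ABC transporters and dropped 0.

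The paper states that amino sugar metabolism and N-glycan biosynthesis were enriched among up-regulated genes. Here neither passed Fisher's exact test after adjustment (adjusted p = 0.0796 and 0.0850), while without it both did (p = 0.0243 and 0.0268, odds ratios 1.86 and 2.16). Of the genes called, more fell than rose (18 up and 32 down, and 12 up and 17 down), while with TMM more rose than fell (27 up and 17 down, and 19 up and 8 down). The former passed without a filter, without EcRS replicate 2, in the logistic model and with all tested genes as background, and the latter, when adjusted, under no alternative run. With an estimated correlation these 2 and the 6 lists above gave adjusted p between 0.745 and 0.898. In the paper's Supplementary material S4, which pools both directions, the paper's lowest Q was 0.150, for the ribosome.

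The paper describes *SI65_02228* as a pH-response regulator and *SI65_05495* as an agmatine deiminase. The deposited table gives the description palC to *SI65_02227* (log2 fold change -6.50) and the enzyme code of agmatine deiminase to *SI65_07647* and *SI65_08013* (log2 fold change -8.10), and neither of these to *SI65_02228* or *SI65_05495*. The paper's text gives its number of reads as that of each library, whereas the raw reads in the paper's Table S1 reach that number only when summed over all 6 libraries.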

Other observations

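The TMM values below come from an alternative chosen after the data were seen.

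Beyond the groups the paper discusses, genes for defence against oxidants and for central metabolism were called in both directions in EcRS. Of 92 oxidative stress genes 15 rose (15 when adjusted over the list alone), 32 fell and 45 did not pass. The peroxiredoxin gene *SI65_08963* (pmp20) rose to 686 ± 144 FPKM in EcRS against 47.3 ± 15.8 in EcCK (log2 fold change 3.86 ± 0.35, adjusted p = 3.10e-05). The superoxide dismutase gene *SI65_05382* fell to 10.9 ± 4.02 against 176 ± 138 FPKM (-4.01 ± 0.59, adjusted p = 3.72e-04). In the citrate cycle 11 of 41 genes rose (11 over the list alone) and 9 fell. In ergosterol and steroid biosynthesis 13 of 49 rose (13) and 15 fell, and in the proteasome 7 of 42 rose (7) and 13 fell. By Fisher's exact test ergosterol passed (adjusted p = 0.0316, and adjusted p = 0.745 with an estimated correlation), but not in 5 of 6 leave-one-out settings, given above. Oxidative stress (0.470), the citrate cycle (0.0790) and the proteasome (0.845) did not. With TMM 38 oxidative stress genes rose and 21 fell, and 22 citrate cycle genes rose and 8 fell, and both lists passed, though with an estimated correlation and per-million scaling they gave adjusted p = 0.780 and 0.745. The balance turned with TMM in ergosterol biosynthesis (23 up, 9 down), which passed, and in the proteasome (19 up, 4 down), which did not.

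Genes tied to spores were not over-represented among the genes higher in EcCK. Of 161 genes for conidia and spores 56 fell in EcRS (55 over the list alone), 16 rose and 89 did not pass (Fisher's exact test, adjusted p = 1 for down-regulated genes), while with TMM 56 rose and 38 fell, and the list passed for up-regulated genes, though not with an estimated correlation and per-million scaling (adjusted p = 0.898). Of 117 genes for sexual development and meiosis 35 fell (34 over the list alone) and 17 rose, and with TMM 23 fell and 40 rose (adjusted p = 0.741 for up-regulated genes with per-million scaling). In the metabolism of trehalose, a storage sugar of fungal spores, 10 of 13 genes fell (10 over the list alone) and 1 rose (adjusted p = 0.0941), and with TMM 6 fell and 1 rose. The trehalose list did pass in the logistic model with length and level (odds ratio 5.35), but not with an estimated correlation (adjusted p = 0.745). *SI65_04660*, encoding trehalose-phosphate synthase, had 3308, 772 and 18.6 FPKM in the EcCK libraries and 2.20 ± 1.44 in EcRS, and *SI65_00414*, encoding neutral trehalase, 49.0 ± 3.37 against 273 ± 80.0 FPKM (-2.48 ± 0.31, adjusted p = 1.46e-04). DNA replication had 19 genes down (19 over the list alone) and 7 up of 45 (adjusted p = 1), and 12 and 9 with TMM.

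On *P. notoginseng* (EcSQ) several genes for wall-degrading enzymes were up-regulated. Of 27 plant cell wall degradation genes 8 rose against EcCK (11 over the list alone) and 0 fell, of 27 for fungal cell wall remodelling 5 rose (6) and 0 fell, and of 91 for heat shock and protein folding 10 fell (16) and 1 rose (Fisher's exact test, adjusted p = 1.19e-06, 0.00306 and 3.72e-04). With an estimated correlation each gave adjusted p = 0.987, and with TMM only the first of the 3 still passed. Heat shock and protein folding did not pass in the logistic model with length and level either (odds ratio 2.65). The xylanase gene *SI65_04327* reached 67.5 ± 25.0 FPKM (log2 fold change 8.15 ± 0.92, adjusted p = 0.0180), the protease gene *SI65_10148* (aspergillopepsin-2) 92.5 ± 60.3 FPKM (8.39, adjusted p = 0.0261) and *SI65_07774* 173 ± 54.8 FPKM (7.34 ± 0.62, adjusted p = 0.00648). The calls in EcSQ depend on single libraries, as the counts given above show without EcCK replicate 1 (0 and 0) or EcSQ replicate 2 (0 and 0). Between EcRS and EcSQ none of the 13 genes the paper names passed by edgeR. That fit includes EcSQ replicate 3, which lay near EcRS, and without this library 374 genes were called higher and 4406 lower in EcRS. The 3 genes that passed with all libraries were *SI65_07607* (79.6 ± 12.9 against 3.53 ± 0.374 FPKM, 4.49), *SI65_06060* (588 ± 70.7 against 38.2 ± 8.97, 3.95) and *SI65_05213* (365 ± 117 against 22.4 ± 3.75, 4.02), each with adjusted p = 0.0262.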
